# Innate immune pathway activation to modulate mesenchymal stromal cell (MSC) interactions with synovium and cartilage

**DOI:** 10.3389/fbioe.2025.1605148

**Published:** 2025-08-08

**Authors:** Peter Linde, Lyndah Chow, Isabella Sabino, Zoë Williams, Renata Impastato, Steven Dow, Lynn Pezzanite

**Keywords:** osteoarthritis, mesenchymal stromal cell, regenerative therapies, STING, toll-like receptor, pattern recognition receptor

## Abstract

**Introduction:**

Mesenchymal stromal cells (MSCs) have been evaluated as a local therapeutic option to treat osteoarthritis (OA) with conflicting clinical results. Our previous studies have evaluated immune licensing of MSC through activation of Toll-like receptor and cytosolic cGAS-STING pathways, with demonstrated improvement in functional and structural outcomes in a rodent model of OA. The objective of this study was to investigate impact of MSC activation on their interaction with relevant joint target cells to better understand the mechanisms by which pre-activation improves MSC activity for treatment of osteoarthritis.

**Methods:**

Equine bone-marrow-derived MSCs (passage 2–3) from 3 healthy donors were stimulated with a TLR3-pathway agonist (polyinosinic:polycytidylic acid) or STING pathway agonist (2′3′-cGAMP) (10 μg/mL, 2 h, 2 × 10^6^ cells/mL in suspension). Cells were plated (100,000 cells/well, 24-well plates) and conditioned media (CM) collected at 24 h. Equine monocyte-derived macrophages, synovial cells, and chondrocytes were stimulated with IL-1ß/TNF-α (20 ng/mL, 2 h), washed and treated 24 h with MSC-CM, TLR-MSC-CM or STING-MSC-CM, washed and cultured 24 h. CM was examined for cytokine secretion by multiplex immunoassay and ELISA (25 cytokines). Bulk RNA sequencing was performed on MSC and joint cell lines via an Illumina based platform.

**Results:**

TLR-MSC-CM decreased IL-1β (p = 0.02), IL-6 (p = 0.02) secretion by synoviocytes and IL-18 secretion by activated chondrocytes (p = 0.002). STING-MSC-CM decreased IL-6, IL-8 secretion (p = 0.08) by synoviocytes, decreased IL-8 (p = 0.05) by activated chondrocytes, increased G-CSF (p = 0.01), IL-4 (p = 0.01) and decreased IL-5 (p = 0.01) by activated macrophages. Transcriptomic analyses indicated differential gene expression in each cell line following CM treatment varied by cell line. STING-MSC-CM vs TLR-MSC-CM induced 38 significantly altered DEGs in synoviocytes, 20 in chondrocytes, and 47 in macrophages.

**Discussion:**

These findings indicate that joint cells respond differently to factors secreted by TLR or STING pathway activated MSC. The pathways altered were different for each target cell type and no clear pattern of responses was apparent. These results indicate that *in vitro* modeling of target cell responses to “licensed” MSC can provide new information on the MSC and target cell interactions, though ultimately the functional impacts of activated MSC need to be evaluated using *in vivo* models.

## Introduction

Osteoarthritis (OA) is a common degenerative joint disease in companion animal species and humans, resulting in pain and socio-economic burden. Estimated to affect up to 80% of horses over 15 years old, and one-third of people over 65, OA is the second most costly health condition treated in the US (BMUS, 2024). The comparable disease prevalence and rate of progression, articular cartilage loading forces, cartilage thickness and joint volume between horses and humans, and greater ease with which to obtain equine synovial tissues for modeling makes studying spontaneously occurring OA using horse tissues *in vitro* a valuable translational model for both species (Frisbie et al., 2006; Chu et al., 2010; Wayne Mcilwraith et al., 2011; Reesink et al., 2017). Despite the high frequency and economic burden of OA across species, there are no approved interventions or treatments to mitigate or reverse joint degeneration.

Regenerative therapies, including mesenchymal stromal cells (MSCs), have gained increasing recognition for their therapeutic and immunomodulatory potential in OA but have reportedly variable efficacy which has been attributed potentially in part to heterogeneity between donors and within culture populations. Priming MSCs with immune stimulants that activate pattern recognition receptors (PRRs) on their surface such as TLR-3 agonist polyinosinic:polycytidylic acid (poly I:C) may increase homogeneity and the clinical effectiveness of cell products and therefore ultimately treatment efficacy (Krampera, 2011; Szabó et al., 2015; Johnson et al., 2017; Cassano et al., 2018; Pezzanite L. M. et al., 2021; 2022). We have recently shown pre-activation of MSC with two PRRs, Toll-like-receptor (TLR)-3 polyinosinic:polycytidylic acid (pIC) and the STimulator of Interferon Genes (STING) pathway agonist 2′,3′-cGAMP improves histologic and functional gait outcomes in a murine model of OA (Plaisance et al., 2025). Activation of STING pathways has been previously described to induce production of Type I interferons in immune and sensory cells following tissue injury, with demonstrated potential to be both inflammatory and antinociceptive depending on the context in which it is injected (Liu et al., 2016; Donnelly et al., 2021). While STING pathway activation has been evaluated in the context of nociception and regulation of neuropathic pain, our recent work represents the first use of STING pathway agonists to stimulate MSC to induce an immunomodulatory response in the context of OA (Ishikawa and Barber, 2008; Donnelly et al., 2021; Wang et al., 2021; Sun et al., 2022).

Once thought to result exclusively from biomechanical forces causing cartilage injury and subsequently propagating erosive changes, OA is increasingly recognized to be an immunologically mediated disease, wherein both local and systemic immune responses drive destruction of joint tissues. Current understanding of OA pathogenesis supports a key role to innate immune effector cells for regulating and perpetuating low-grade inflammation associated with OA, which may be modulated by treatment with MSC therapy. Macrophages are the most numerous immune cell type in the synovium and play a key role in sustaining inflammation through release of inflammatory mediators (*e.g.*, cytokines, MMPs, ROS/RNI metabolites) in response to damage-associated molecular patterns released in the joint (Fahy et al., 2014; Fichadiya et al., 2016; Manferdini et al., 2016). We hypothesized that the observed beneficial effect of injecting STING pathway activated MSC could include suppression of inflammatory pathways and upregulation of anabolic pathways in joint target cells, including chondrocytes, synoviocytes, and macrophages. We sought therefore to investigate the impacts of activated MSC on these target cells, using *in vitro* assays with target cells and MSC CM.

The objective of this study was to use *in vitro* bioassays to compare the anti-inflammatory and immunomodulatory properties of TLR3 pathway- or STING pathway-activated MSC when secreted factors from these cells interact with synoviocytes, chondrocytes and macrophages. The assays used CM from activated equine bone-marrow derived MSC and cultures of equine chondrocytes, synoviocytes and macrophages from healthy animals to assess the impact on target cell cytokine production and transcriptomic responses. Our analyses revealed induction of interferon related pathways in target cells exposed to either TLR3-or STING-pathway activated MSC, and variable changes in cytokine production. These findings indicate that ‘immune licensing’ of MSC prior to *in vivo* injection in OA can alter joint target cell responses in multiple different ways, including modulation of immune pathways. Overall, this work provides new insights into how immune-licensed MSC interact with joint cells to modulate local inflammation and disease progression.

## Methods

### Study overview

The Institutional Animal Care and Use Committee at Colorado State University (No. CSU IACUC #5672) approved tissue collection for this study. All methods were conducted according to the national guidelines under which the institution operates and NIH Guidelines for the Care and Use of Laboratory Animals (8^th^ edition). Horses (n = 3 total) were donors of bone marrow aspirate for mesenchymal stromal cell culture, which were activated with either poly I:C or 2′3′cGAMP, conditioned media were generated, and cells were submitted for transcriptomic analyses to determine gene expression following activation, as described below. Activated or non-activated conditioned media were then applied to key joint cells (synoviocytes, chondrocytes, macrophages) from one healthy donor horse and cells were assessed for relative cytokine secretion and transcriptomic expression. An overview of the experimental workflow is shown in Figure 1.

**FIGURE 1:**
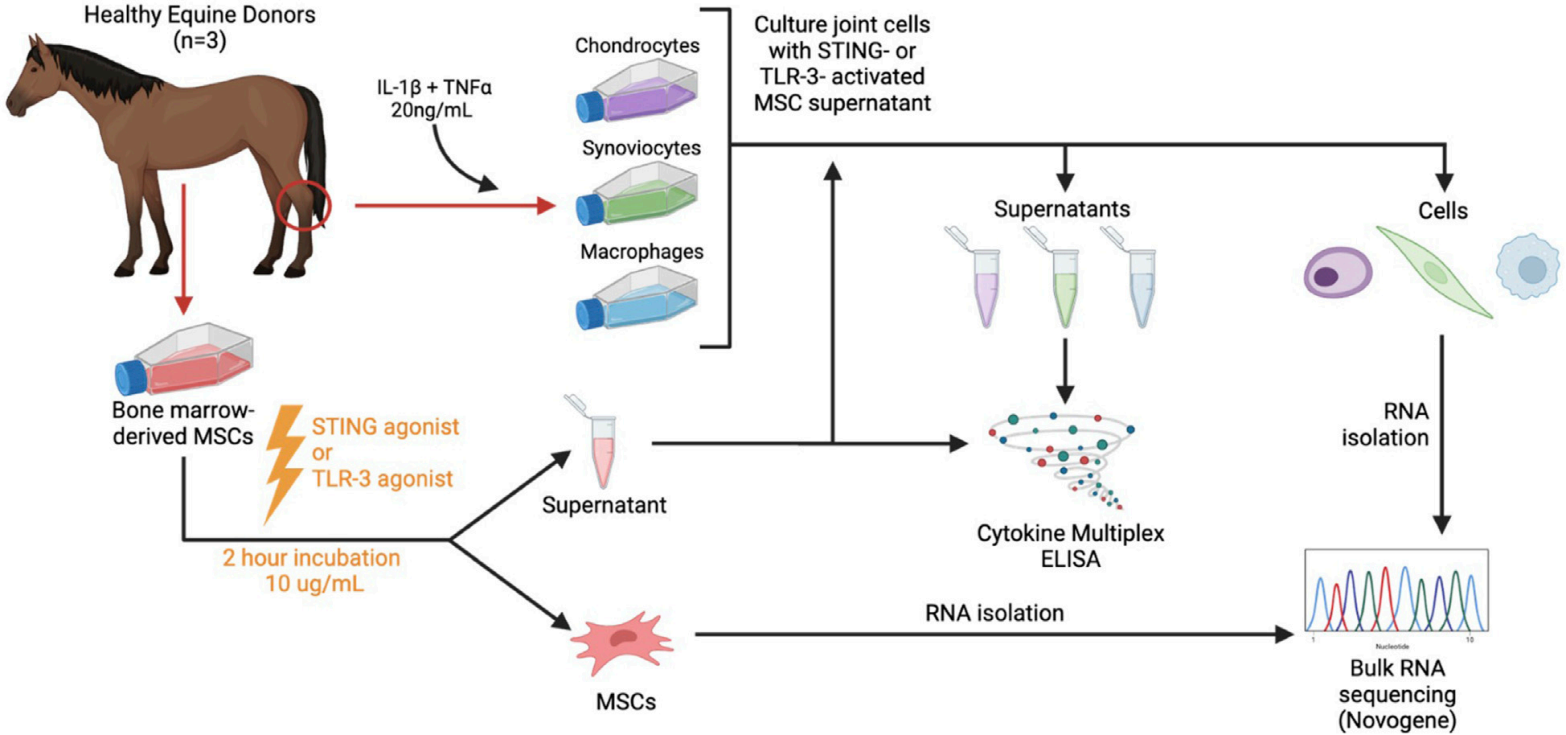
Study overview. Horses (n = 3 total) were donors of bone marrow aspirate for mesenchymal stromal cell culture (MSC), which were activated with either a TLR3 agonist (poly I:C) or STING agonist (2′3′-cGAMP) and conditioned media were generated. Activated or non-activated conditioned media were then applied to key joint cells (synoviocytes, chondrocytes, macrophages) and cells were assessed for relative cytokine secretion and transcriptomic expression following application.

### Mesenchymal stromal cell culture

MSCs were isolated from bone marrow aspirates collected from the sternum of donor horses (n = 3, Quarter Horses, 3–4 years old, 2 females and 1 male) as previously described (Pezzanite L. et al., 2021). MSCs used for *in vitro* studies are routinely evaluated for surface phenotype and found to be CD44^+^CD90^+^ and CD34^−^CD45^−^using equine cross-reactive antibodies as previously described (Esteves, et al., 2017) and in accordance with minimal criteria to define MSCs as described by the International Society for Cellular Therapy (Dominici et al., 2006). To generate MSC conditioned supernatant, cells were thawed in a 37°C water bath and recovered overnight. Then they were plated on 24 well-plates at 100,000 cells/well cultured 24 h in complete growth media, activated with poly I:C (10 μg/mL, Invivogen) or 2′3′cGAMP (10 μg/mL, Invivogen) for 2 h and subsequently washed with PBS. Complete growth media was added and after 24 more hours, conditioned supernatants were collected and frozen in −20°C, and cells were lysed and frozen in RLT lysis buffer (QIAGEN) for RNA analysis.

### Synovial cell isolation and treatment with conditioned media

Synoviocytes were obtained from synovium of one horse; briefly, synovium was excised from the femoropatellar joint, minced and digested for 4 h in complete media (Dulbecco’s Modified Eagle Medium, 10% FBS, penicillin (100 units/mL), streptomycin (100 ug/mL), 1 M HEPES) with type II collagenase (0.75 mg/mL), as previously described (Bolt et al., 2008; Pezzanite L. M. et al., 2021). Digested synovium was filtered through 70 uM and 40 uM cell strainers (Greiner Bio-one), where cells were counted, plated and expanded to second passage, then cryopreserved in freeze media (90% fetal bovine serum (FBS), 10% DMSO). For treatment, synoviocytes were thawed in 37°C water bath and recovered overnight in complete media. Cells were plated at 100,000 cells per well in a 24-well cell culture plate.

Synoviocytes were stimulated with IL-1β (20 ng/mL, R&D Systems) and TNF-α (20 ng/mL, Peprotech) and treated with activated MSC conditioned culture media (MSC CM) at a ratio of 1:3 MSC CM:complete media (Pezzanite L. et al., 2021). The stimulated and treated synoviocytes were cultured for 24 h, then washed with PBS, and cultured for an additional 24 h in complete media. At that time, synoviocyte supernatant was collected and frozen at −20°C for cytokine analysis (multiplex bead assay and ELISA immunoassay), and synoviocytes were collected in RLT lysis buffer and frozen at −20°C until RNA isolation was performed.

Chondrocytes were isolated from cartilage from the femur and caudal surface of the patella of the femoropatellar joint, as previously described (Pezzanite L. M. et al., 2021). Cartilage tissue samples were digested as described for synoviocytes overnight, passed through cell strainers, expanded in culture and cryopreserved for use at low passage prior to re-differentiation as previously described (Pezzanite L. et al., 2021). Chondrocytes were stimulated and treated as for synoviocytes above, and supernatant and chondrocytes in RLT lysis buffer were collected as above.

Macrophages were isolated from whole blood of one horse as previously described (Ma et al., 2014; Pezzanite et al., 2023). Monocyte-derived macrophages were stimulated with IL-1β (20 ng/mL) and TNF-α (20 ng/mL), and treated with activated MSC conditioned culture media at a ratio of 1:3 MSC CM:macrophage media. Controls included non-stimulated macrophages, and macrophages stimulated with IL-1β/TNF-α with no MSC treatment. The stimulated and treated macrophages were cultured for 24 h, then washed with PBS, and cultured for an additional 24 h in macrophage media. At that time, macrophage supernatant was collected and frozen at −20°C for cytokine analysis (multiplex bead assay and ELISA immunoassay), and macrophages were collected in RLT lysis buffer and frozen at −20°C until RNA isolation was performed.

### Cytokine and PGE-2 concentration determination

MSC and treated cell supernatants were analyzed for cytokine concentrations using a bead-based multiplex assay (Milliplex MAP Equine Cytokine/Chemokine Magnetic Beads Multiplex Assay, Millipore Sigma). The multiplex assay was used to quantify the concentrations of 23 equine cytokines. ELISA kits were used to measure PGE-2 (PGE-2 high sensitivity ELISA kit, Enzo Life Sciences), and TGF-β (Quantikine ELISA, R&D Systems, Inc.) concentrations.

### Transcriptomic analyses

Total RNA was isolated from activated MSCs and target cells and sent to Novogene Corporation Inc. for bulk RNA sequencing. Briefly, RNA was extracted from frozen samples in RLT lysis buffer using the RNeasy kit (Qiagen) according to manufacturer’s instructions. Total RNA sample quality and quantity was verified with Agilent 5400 Fragment Analyzer system (Agilent). RNA integrity number ranged from 7.3 to 9.7. Library was constructed with Abclonal Fast RNA-seq Lib Prep Kit V2 (ABclonal Technology). Samples were sequenced on NovaSeq X Plus, 150 bp paired end sequencing.

### Data analysis

Cytokine data was assessed for normality via Shapiro-Wilk tests, and visual assessment of diagnostic plots. The effect of activation of MSC supernatant treatment on cytokine production was evaluated by one-way ANOVA with *post hoc* Tukey’s adjustment for multiple comparisons (normal data) or Kruskal–Wallis test (non-normal data). Statistical analyses, graph analyses and graphical representations were performed using Prism Software v9.1.1. Statistical significance was established as p < 0.05.

RNAseq data was analyzed on Partek Flow v10 (Illumina, Inc. San Diego, California). Median reads for 33 samples were 47,709,688 pre alignment, sequences were trimmed for min Pred value of 20, adapters were trimmed with CUTADAPT v1.12 (Martin, 2011). Trimmed reads were aligned with STAR - 2.7.3a (Dobin et al., 2013) with reference genome Equab3.0. Aligned reads were counted with HTSeq v0.11.0 (Putri et al., 2022) with Ensembl gene annotation 108. Features were filtered for “protein coding” and lowest total coverage of 10 counts, DESeq2 was used for differential analysis (Love et al., 2014). Median ratio normalized counts were used for pathway analysis using GSEA v4.3.2. Gene sets used include Hallmarks, Reactome, WikiPathways, KEGG and Biocarta (UC San Diego).

## Results

### MSC activation with either TLR or STING stimulation induced differential gene expression compared to untreated MSC

Activation of bone marrow MSCs with either a TLR3 agonist (Poly I:C) or a STING pathway agonist (2′3′-cGAMP) altered the transcriptome significantly and increased secretion of chemokine IP-10 (Figure 2, Supplementary Document 1). 

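MSC of 3 donor horses (labelled PC, 99 and 92) gave 1 RNA library per donor for each of the untreated, TLR3 agonist and STING agonist conditions (n = 3 per condition). The methods give both agonists at 10 μg/mL, whereas the sample labels give 10 ng/mL. The authors aligned the reads to EquCab3.0 with STAR, counted them per gene with HTSeq and kept 20881 protein coding genes. Of these, 3970 are listed by Ensembl identifier only. The counts, which carry no normalization, were the starting point here. Between 30596093 and 48320694 reads per library were counted on these genes in untreated MSC (median 36157827), between 35184930 and 50109139 after the TLR3 agonist (median 47589110) and between 28570632 and 39005884 after the STING agonist (median 33982650). Libraries were scaled by edgeR's TMM method. The 14872 genes with at least 10 counts in total over the 9 libraries were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without a term for the donor. A group in which no library exceeded 3 counts for a gene, equal to 0.0599 to 0.105 CPM in the MSC libraries, was treated as at the floor of the measurement. A fold change against such a group was given only as a lower bound. In a principal component analysis of these libraries and of 3 further MSC libraries labelled CpG, the first component held 51.5% of the variance, and 98.8% of its spread lay between donors.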

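With the paper's thresholds of an unadjusted p-value of at most 0.05 and a log2 fold change of at least 2 in either direction, 123 genes differed between TLR3-activated and untreated MSC (107 higher and 16 lower after activation). In STING-activated MSC 149 genes passed the same thresholds (135 higher and 14 lower). The number with an adjusted p-value under 0.05 was 0 in both comparisons, while 168 and 306 genes had an unadjusted p-value under 0.05. Both tests share the dispersions of 1 fit, so that the spread among the TLR3 agonist libraries also enters the test of the STING agonist. A fit of the untreated and STING agonist libraries alone gave adjusted p-values under 0.05 for some genes, as the closing section states. Among the genes past the thresholds, 41 of 123 and 35 of 149 had 1 of their groups at the floor, and a further 1 and 3 had both groups there. All 3 donors changed in the same direction for 60 of the 123 genes after the TLR3 agonist and for 144 of the 149 genes after the STING agonist. Without the TLR3 agonist library of donor 92, 161 genes passed the thresholds and 48 had an adjusted p-value under 0.05. Of the alternatives tried with all libraries, edgeR's own low-count filter (filterByExpr) moved the TLR3 count most, to 91 genes. With DESeq2, 48 genes after the TLR3 agonist and 93 after the STING agonist had an adjusted p-value under 0.05. The numbers were 54 and 106 when DESeq2 was fitted to all MSC libraries together, without its filter on outlying counts. That setting was chosen after seeing the data. With the donor as a blocking term 2 genes, named here after their values were seen, had an adjusted p-value under 0.05 after the STING agonist. CXCL11 had 18 to 258 counts against 0 to 1 in untreated MSC, which is at least 34-fold higher. LAG3 had 50 to 572 against 0 to 8, with a log2 fold change of 5.90 in that fit; both were higher in 3 of 3 donors. Across genes, which are not independent replicates, the log2 fold changes after the TLR3 and the STING agonist had a Pearson's r of 0.921, and 95 genes passed the thresholds in the same direction in both. Since both comparisons use the same untreated libraries, 10 data sets were simulated with the donor differences kept and no agonist effect. These gave an r of 0.478 to 0.515 and 1 to 4 such genes. Simulated without donor differences, they gave 38 to 54 such genes. The paper states from these comparisons that both agonists altered the transcriptome of MSC.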

TLR3 activated MSC showed significant upregulation of 76 protein coding genes in TLR3 activated cells and while there were 99 protein coding genes significantly upregulated in STING pathway activated MSC. Both treatments produced a strong upregulation of interferon genes such as IFIT and MX1. Both agonists upregulate pathways involving interferon signaling, as well as cell cycle and DNA response. In addition, STING agonist treatment also downregulated pathways related to protein translation and synthesis.

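MX1 was at 4.69 ± 2.86 CPM (SD, n = 3) in untreated MSC, 388 ± 337 CPM after the TLR3 agonist and 712 ± 207 CPM after the STING agonist. Its log2 fold change was 6.37 (SE 1.55) after the TLR3 agonist, higher in 2 of 3 donors, and 7.24 (SE 1.61) after the STING agonist, higher in 3 of 3 donors. A two-sided exact permutation test of the MX1 values gave p = 0.3 and p = 0.1, the latter being the smallest p that 3 libraries against 3 allow. IFIT2, IFIT3 and IFIT5 had log2 fold changes of 4.14 (SE 1.51), 8.17 (SE 2.22) and 2.92 (SE 0.883) after the TLR3 agonist, higher in 2, 2 and 3 of the 3 donors. After the STING agonist they were 4.05 (SE 1.51), 8.53 (SE 2.25) and 2.92 (SE 0.883), each higher in 3 of 3 donors. Adjusted over all genes tested, each of these genes had an adjusted p of 1; with DESeq2 the adjusted p of MX1 was 2.33e-05 after the TLR3 agonist (5.79e-06 to 1 over the alternatives) and 2.31e-07 after the STING agonist (2.84e-08 to 1). The alternative that moved a log2 fold change of these genes most was the fit without the TLR3 agonist library of donor PC, which gave 2.05 for IFIT2, 6.96 for IFIT3 and 1.04 for IFIT5 after the TLR3 agonist. With the donor block they were 3.06, 6.93 and 2.14.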

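For a list of interferon-stimulated genes, of which 60 were in the count table, the median log2 fold change was 3.23 after the TLR3 agonist (59 of 60 genes higher, adjusted p = 4.22e-76 by camera) and 3.5 after the STING agonist (60 of 60 higher, adjusted p = 1.93e-86). Of the 60 genes, 52 and 56 had an adjusted p-value under 0.05 when adjusted over the list alone, all of them higher, against 0 when adjusted over all genes tested. The mean of log2(CPM + 1) over the list, called its mean log2 CPM from here on, was 3.45 ± 0.159 (SD, n = 3) in untreated MSC, 5.75 ± 2.19 after the TLR3 agonist (exact permutation p = 0.4) and 6.94 ± 0.444 after the STING agonist (exact permutation p = 0.1). By donor, the change after the TLR3 agonist was 4.09 in PC, 2.89 in 99 and −0.09 in 92, and after the STING agonist 3.83, 3.58 and 3.08. With a pseudocount of 0.1 in place of 1 the difference of list means after the STING agonist was 3.9, against 3.5. Without the TLR3 agonist library of donor PC the median after the TLR3 agonist was 1.94. For a list of 94 cell cycle and DNA replication genes the median log2 fold change was 0.06 after the TLR3 agonist (64 of 94 higher, adjusted p = 0.0585) and 0.15 after the STING agonist (73 of 94 higher, adjusted p = 0.0317), with 2 of 3 donors higher in both. Without the untreated library of donor 92 these medians were 1.10 and 1.18, and without the agonist library of donor 92 they were −0.57 and −0.36. Camera assumes a preset correlation between the genes of a list; in fits without the donor, no call that it made in MSC, synoviocytes, chondrocytes or macrophages held under limma's fry, and none held with the correlation estimated from the data, a setting chosen after seeing the data. For the interferon list the adjusted p was 0.567 and 0.238 with fry and 0.102 in both comparisons with the estimated correlation. With the donor as a blocking term, the cell cycle list passed camera after the TLR3 agonist (median 0.14). In that fit it did not pass under fry (adjusted p = 0.663) or with the estimated correlation (adjusted p = 0.631).

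**Figure D1:**
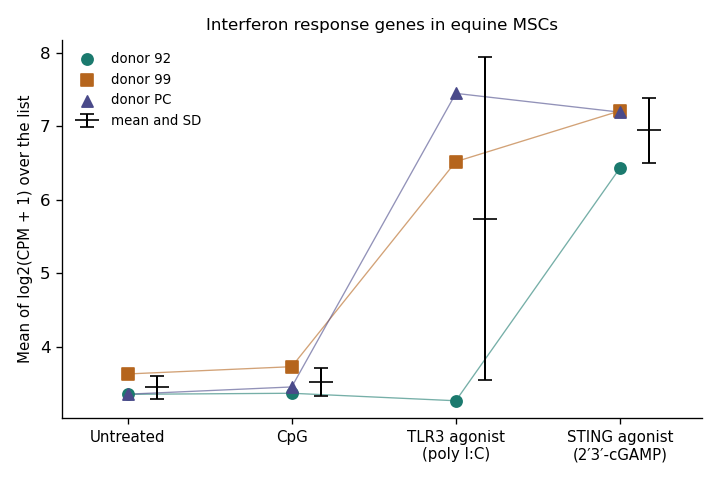
Mean of log2(CPM + 1) over the interferon list (vertical axis) in untreated MSC, MSC labelled CpG, TLR3-activated MSC and STING-activated MSC. Symbols joined by a thin line are the libraries of 1 donor, and the bars give the mean and SD of the 3 donors; the TLR3 agonist library of donor 92 lies at the level of the untreated libraries.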

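For a list of cytosolic ribosomal protein genes, of which 68 were in the count table, the median log2 fold change after the STING agonist was −0.34, with 1 of 68 genes higher than in untreated MSC (camera adjusted p = 5.66e-14). The mean log2 CPM of this list was 9.36 ± 0.313 (SD, n = 3) in untreated and 9.02 ± 0.214 in STING-activated MSC, lower in all 3 donors (exact permutation p = 0.2). Leaving out each library in turn gave medians from −0.51 to −0.25. After the TLR3 agonist the median was −0.03 with 23 of 68 genes higher (camera adjusted p = 0.00323), and it ranged from −0.40 without the TLR3 agonist library of donor 99 to 0.23 without that of donor PC. When adjusted over the list alone, 0 of the 68 genes had an adjusted p-value under 0.05 in either comparison, and 0 had an unadjusted p-value under 0.05.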

**FIGURE 2:**
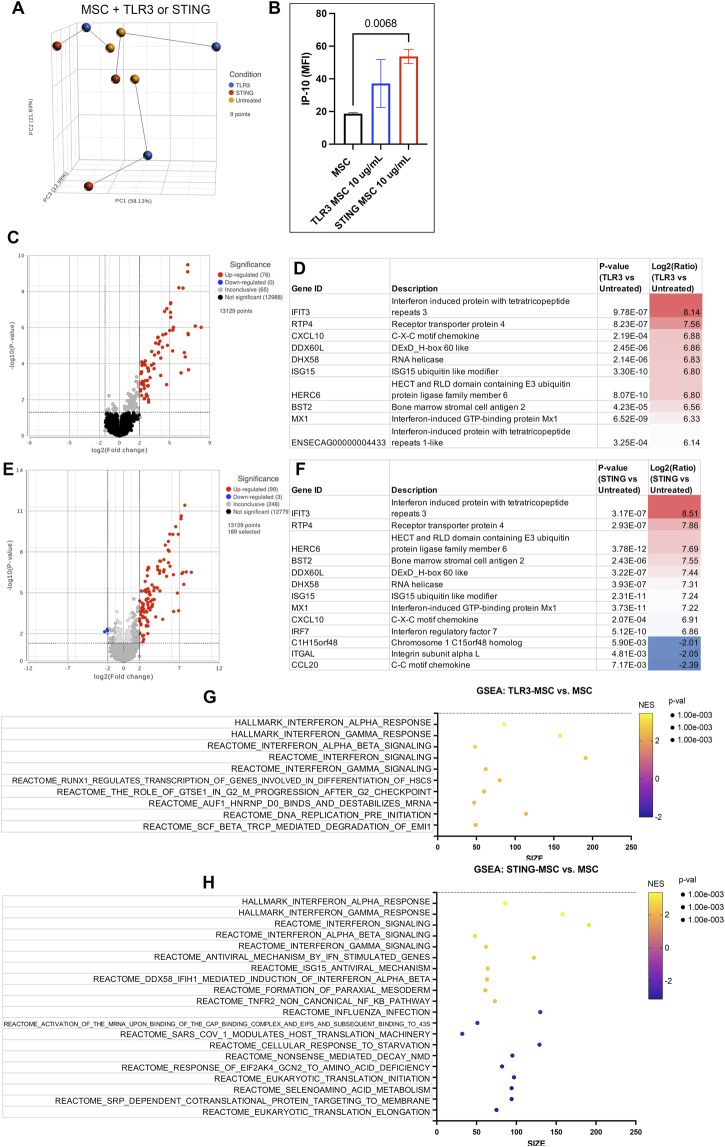
Transcriptome of MSC treated with innate immune stimulants. **(A)** Principal component analysis plot (PCA) of dimensionality reduced samples of n = 3 biological replicates of MSC treated with either TLR agonist (blue), STING agonist (red) and untreated (yellow). Lines show connecting biological replicates. **(B)** IP-10 cytokine secretion results of untreated MSC compared to either TLR- or STING-MSC-CM. Statistical analyses were performed using one way ANOVA with Tukey *post hoc* test. P value for significant comparison only (p<=0.05) shown on graph. **(C)** Volcano plot of differential gene expression analysis comparing protein coding genes in the TLR-MSC-CM to resting MSC. Significance defined as unadjusted p-value≤0.05. Fold Change (FC) ≥2Log_2_ or ≤ −2 Log_2._ Significantly upregulated genes shown in red, significantly downregulated genes shown in blue. **(D)** List of top 10 significantly upregulated genes in panel C comparison. **(E)** Volcano plot of differential gene expression comparing STING-MSC-CM to resting MSC. **(F)** list of significant genes from panel E, top 10 upregulated and all 3 of the significantly downregulated genes. **(G)** Gene set enrichment analysis (GSEA). Top 10 highest enrichment score (NES) upregulated pathways comparing treated TLR3 MSC to resting MSC. X-axis denotes the number of genes found in corresponding pathways (size). Enrichment score colored from purple (−2 downregulated) to yellow +2 enrichment score, upregulated. Size of dots show p-value for significance. All pathways shown filtered for unadjusted p-value of ≤0.05 and FDR adjusted p-value of 0.25. **(H)** GSEA of top 10 upregulated and top 10 downregulated pathway results comparing STING treated MSC to resting MSC.

### Exposure of joint cells to TLR3 activated MSC reduced secretion of inflammatory cytokines

Three different target cell populations relevant to the joint environment (synoviocytes, chondrocytes and macrophages) were assessed for their cytokine responses after exposure to the secreted factors from activated MSCs following exposure to inflammatory stimuli TNF-α and IL-1β (Figure 3). TLR-MSC-CM reduced IL-1β and IL-6 production in synoviocytes, and reduced IL-18 secretion in chondrocytes. While STING treated MSCs also inhibited IL-6 in synoviocytes, they also reduced IL-8 in chondrocytes, and increased G-CSF and IL-4 production and decreased IL-5 levels in inflammatory macrophages.

**FIGURE 3:**
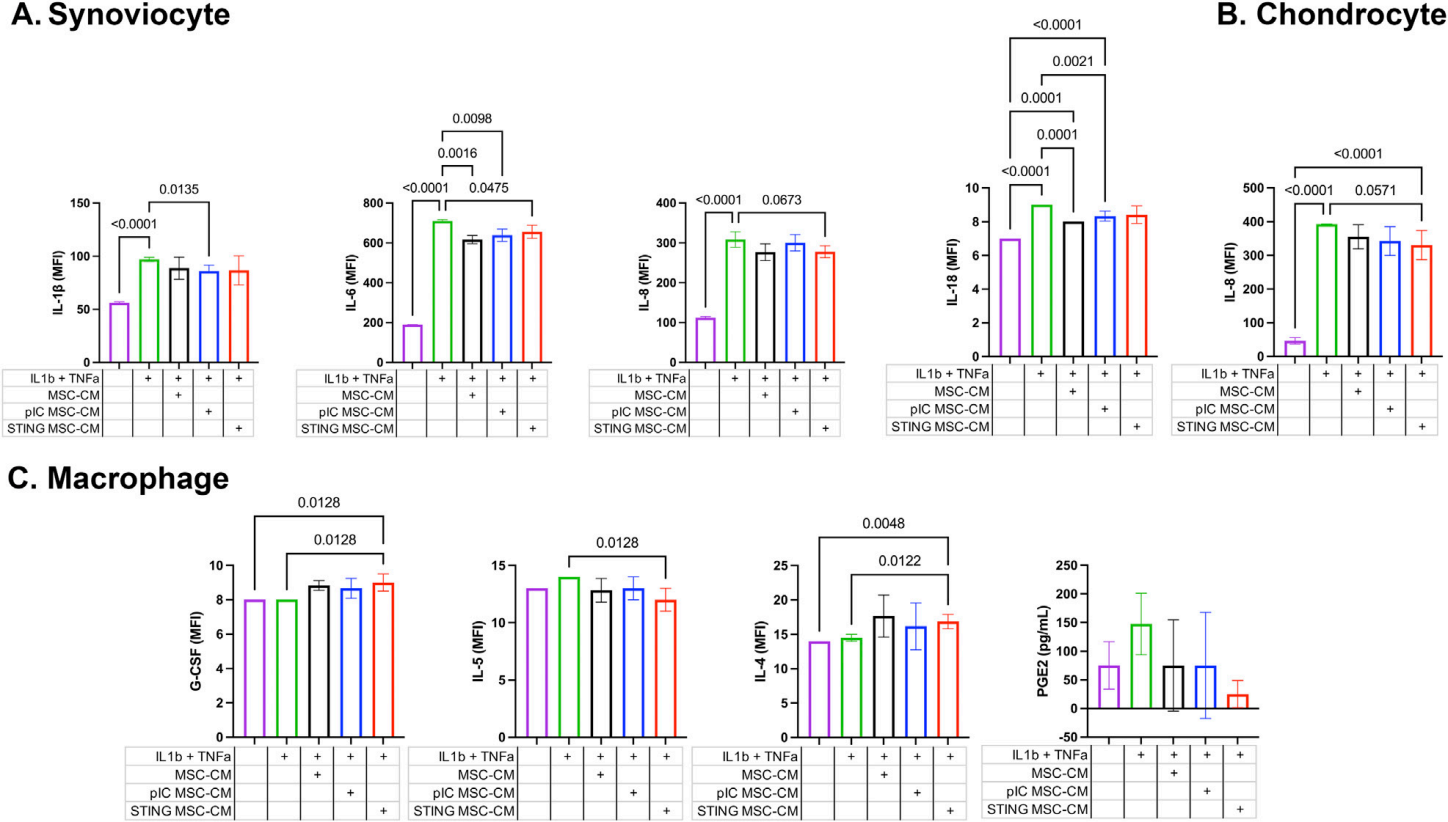
Cytokine and PGE-2 expression in cell culture supernatants of joint cells treated with activated MSC supernatants. Fluorescent bead-based multiplex assay and ELISA immunoassay were used to quantify concentrations of 23 analytes in cell culture supernatants of synoviocytes, chondrocytes, and macrophages treated with activated MSC conditioned media. Significant differences were noted in IL-1β, IL-6, and IL-8 levels for synoviocytes, IL-18 and IL-8 for chondrocytes, and G-CSF, IL-5 and IL-4 for macrophages. Results reported in MFI; * significance was assessed at P < 0.05. **(A)** Synoviocyte, **(B)** Chondrocyte, **(C)** Macrophage.

### Secreted factors from activated MSC modulate immune and signaling pathways in synoviocytes

Synoviocytes treated with TLR or STING-MSC CM showed minor changes in gene expression (Figure 4). 

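Synoviocytes stimulated with IL-1β and TNF-α (20 ng/mL) received conditioned medium of resting, TLR3-activated or STING-activated MSC for 24 h, with 1 library for each of 3 MSC donors (labelled PC, ORC and AG1) and condition. The synoviocytes themselves came from 1 horse, so that the 3 libraries of a condition differ in the MSC donor. Whether ORC and AG1 are the horses labelled 99 and 92 in the MSC libraries is not stated in the paper's text, so no medium was matched to the libraries of the MSC that gave it. Between 27231712 and 31660884 reads per library were counted on protein coding genes with resting MSC-CM (median 29045450), between 26415910 and 45928986 with TLR-MSC-CM (median 26431324) and between 24650628 and 44084971 with STING-MSC-CM (median 27891054). At these depths 3 counts equalled 0.0653 to 0.122 CPM. Normalization, test and thresholds were those used for the MSC, over the 14584 genes with at least 10 counts in total. With TLR-MSC-CM 69 genes passed the paper's thresholds against resting MSC-CM (38 higher and 31 lower), and with STING-MSC-CM 59 genes did (26 higher and 33 lower). Of these, 63 and 53 genes had 1 group at the floor, and 58 and 38 changed in the same direction in all 3 donors. An adjusted p-value under 0.05 was reached by 0 genes in both comparisons (smallest adjusted p 0.545 and 0.676), and an unadjusted p-value under 0.05 by 1323 and 973 genes. The counts past the thresholds moved most with filterByExpr for TLR-MSC-CM, to 3 genes, and with a prior count of 2 or filterByExpr for STING-MSC-CM, to 1 gene. Without the resting MSC-CM library of donor AG1, 33 genes passed for STING-MSC-CM. DESeq2 gave 2 genes with an adjusted p-value under 0.05 for TLR-MSC-CM. Across genes, the changes with TLR-MSC-CM and STING-MSC-CM had a Pearson's r of 0.779, against 0.476 to 0.524 in simulated data that share the resting libraries and hold no effect. In both, 11 genes passed the thresholds in the same direction, against 2 to 8 in the simulations that kept the donor differences and 4 to 16 in those without them. The first principal component of the synoviocyte libraries held 47.0% of their variance, of which 43.1% lay between conditions and 2.30% between MSC donors. In their deviations from the condition means, the resting libraries labelled ORC and AG1 correlated with the activated-medium libraries of the other label, not of their own. Changes by donor against resting MSC-CM in synoviocytes thus depend on these labels. The paper states from these comparisons that synoviocyte gene expression changed little.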

TLR-MSC-CM treated synoviocytes had upregulation of immune pathways such as interferon, with genes such as APOL6, PRKCZ, IL1R2, IFIT3. 

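In the synoviocytes with resting MSC-CM the genes APOL6, PRKCZ and IL1R2 were all at the floor, with 0, 0 and 0 to 2 counts per library. With TLR-MSC-CM the counts were 1 to 21 for APOL6 (at least 2.73-fold higher), 2 to 8 for PRKCZ (at least 1.5-fold) and 7 to 14 for IL1R2 (at least 3.3-fold), each higher in 3 of 3 donors (exact permutation p = 0.1 for each gene, adjusted p = 0.545 by edgeR). IFIT3 was at 3.37 ± 4.71 CPM (SD, n = 3) with TLR-MSC-CM and 0.556 ± 0.260 CPM with resting MSC-CM, a log2 fold change of 2.55 (SE 1.22, adjusted p = 0.550), higher in 2 of 3 donors. Its value rested on donor ORC, since without the TLR-MSC-CM library of that donor the log2 fold change was 0.23. The interferon list had a median log2 fold change of 0.31 (55 of 59 genes higher, camera adjusted p = 1.40e-07). Its mean log2 CPM was 3.58 ± 0.438 with TLR-MSC-CM and 3.31 ± 0.0286 with resting MSC-CM (exact permutation p = 0.2), with donor differences of 0.75 in ORC, 0.04 in AG1 and 0.03 in PC. Without the TLR-MSC-CM library of donor ORC the median of the list was −0.0054. Adjusted over the list alone, 0 of its genes had an adjusted p-value under 0.05, and 6 had an unadjusted p-value under 0.05.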

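CYFIP2 and PKHD1L1 had 0 counts in every synoviocyte library with resting MSC-CM, and 2 to 6 and 2 to 5 counts with STING-MSC-CM, which is at least 1.19-fold and at least 1.14-fold higher. ACTL10 had 6 to 12 counts with STING-MSC-CM and 1 to 3 with resting MSC-CM, at least 2.84-fold higher. All 3 genes were higher in 3 of 3 donors (exact permutation p = 0.1 for each, adjusted p = 0.676 by edgeR). With STING-MSC-CM the interferon list had a median log2 fold change of 0.11 (45 of 59 genes higher, camera adjusted p = 0.0108), with 0 genes under an adjusted p-value of 0.05 when adjusted over the list alone and 2 under an unadjusted p-value of 0.05. The list's mean log2 CPM rose by 0.12, between 0.10 and 0.13 in each of the 3 donors (exact permutation p = 0.1).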

STING-MSC-CM treated synoviocytes showed increased immune signatures, as well as a cellular signaling component and cytoskeletal function genes (CYFIP2, PKHD1L1, ACTL10). Direct comparison of STING-MSC-CM vs. TLR-MSC-CM treated synoviocytes revealed a total of 28 significant DEGs, the differences in transcriptome response are largely related to immune pathway upregulation in the TLR-MSC-CM treated synoviocytes whereas STING-MSC-CM treated synoviocytes had enrichment in pathways related to protein synthesis, signaling and metabolism.

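Between synoviocytes with STING-MSC-CM and with TLR-MSC-CM, 70 genes passed the paper's thresholds (36 higher and 34 lower with STING-MSC-CM), of which 64 had 1 group at the floor and 45 changed in the same direction in all 3 donors. There were 0 genes with an adjusted p-value under 0.05 and 281 with an unadjusted p-value under 0.05. The count was 44 without the STING-MSC-CM library of donor AG1, 0 with a prior count of 2 and 46 with the MSC donor as a blocking term, which also left 0 genes with an adjusted p-value under 0.05 and 214 with an unadjusted p-value under 0.05. The interferon list was lower with STING-MSC-CM, with a median log2 fold change of −0.23 and 11 of 59 genes higher (camera adjusted p = 4.81e-05), but without the TLR-MSC-CM library of donor ORC the median was 0.10. For the ribosomal protein list the median was 0.04 (59 of 67 genes higher, camera adjusted p = 5.75e-04), and −0.02 without that library. Against resting MSC-CM, the ribosomal protein list was lower with both media, with medians of −0.14 for TLR-MSC-CM (2 of 67 genes higher, adjusted p = 3.24e-15) and −0.10 for STING-MSC-CM (5 of 67 higher, adjusted p = 4.89e-09). A list of 24 cholesterol synthesis genes had medians of −0.11 and −0.10 against resting MSC-CM (adjusted p = 4.42e-04 and 0.0090), and 0.02 between both media (adjusted p = 0.0831). The cell cycle list had medians of −0.27 and −0.23 against resting MSC-CM (adjusted p = 8.20e-23 and 1.03e-17) and of 0.05 between both media (66 of 94 higher, adjusted p = 0.00593), the last turning to −0.06 without the TLR-MSC-CM library of donor ORC. With TLR-MSC-CM and STING-MSC-CM against resting MSC-CM, the mean log2 CPM of the cell cycle list changed by −0.67 and −0.46 in ORC. It changed by −0.16 and −0.22 in PC and by 0.014 and 0.0014 in AG1 (exact permutation p = 0.2 for both). That of the cholesterol synthesis list changed by −0.35 and −0.28 in ORC, −0.018 and −0.021 in PC and 0.035 and 0.091 in AG1 (exact permutation p = 0.4 and 0.6). For the ribosomal protein, cholesterol synthesis and cell cycle lists, 0 genes had an adjusted p-value under 0.05 in any synoviocyte comparison when adjusted over the list alone. With TLR-MSC-CM 19 ribosomal protein, 2 cholesterol synthesis and 45 cell cycle genes had an unadjusted p-value under 0.05. With STING-MSC-CM against resting MSC-CM these counts were 4, 2 and 24, and between both media 0, 1 and 0.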

**FIGURE 4:**
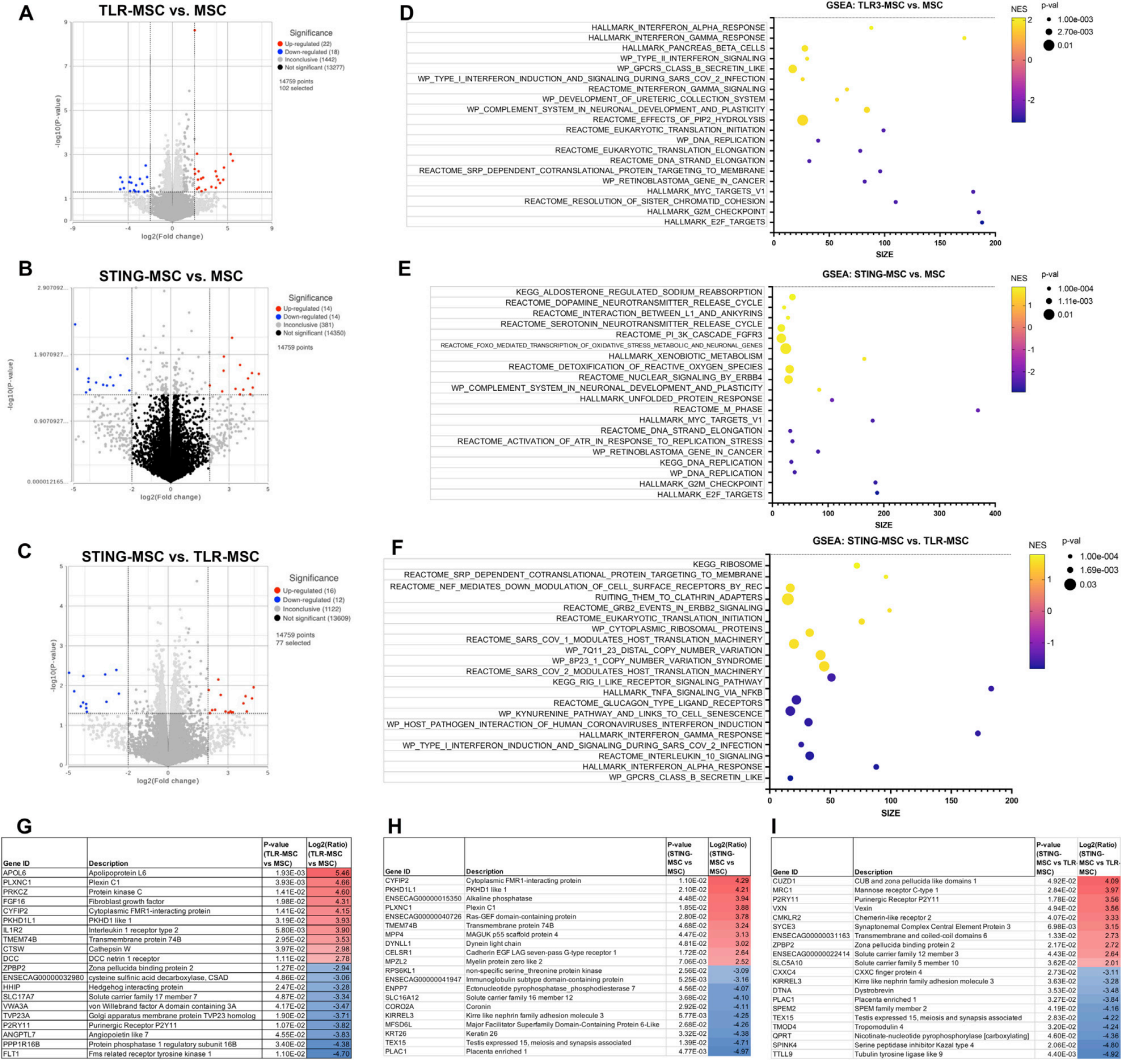
Transcriptome of synoviocytes treated with activated MSC supernatants. **(A)** RNAseq differential gene expression analysis results (protein coding genes) comparing n = 3 biological replicates of synoviocytes treated with TLR-MSC-CM compared to matched biological replicates of synoviocytes treated with resting MSC-CM. Figure shows volcano plot with significantly upregulated genes (p < =0.05, FC ≥ 2Log_2_) in red and significantly downregulated genes (p < =0.05, FC ≤ -2Log_2_) in blue. **(B)** Volcano plot of differential gene expression analysis (DESeq) comparing synoviocytes treated with STING-MSC-CM compared to resting MSC-CM. **(C)** Volcano plot of differential gene expression analysis comparing synoviocytes treated with STING-MSC-CM vs synoviocytes treated with TLR-MSC-CM. **(D–F)** top significant GSEA pathways of the above listed comparisons, using hallmarks, reactome, wiki pathways and KEGG. X-axis denotes the number of genes found in corresponding pathways (size). Normalized Enrichment score (NES) colored from purple (−2 downregulated) to yellow +2 enrichment score, upregulated. Size of dots show p-value for significance. All pathways shown filtered for unadjusted p-value of≤0.05 and FDR adjusted p-value of 0.25. **(G–I)** List of top 10 significantly upregulated and top 10 significantly downregulated genes in the above comparison.

### STING pathway activation resulted in enhanced immune response compared to TLR pathway activation in chondrocytes

Chondrocytes treated with TLR-MSC-CM revealed a small number (18 total) of significant DEGs (differentially expressed genes) (Figure 5). 

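Chondrocytes were treated and sequenced as the synoviocytes were, with 1 library for each of the 3 MSC donors and condition. Between 25193501 and 37427167 reads per library were counted with resting MSC-CM (median 30692604), between 28410655 and 54103873 with TLR-MSC-CM (median 32591608) and between 26567501 and 41942290 with STING-MSC-CM (median 26912208). Here 3 counts equalled 0.0554 to 0.119 CPM. The first principal component held 72.4% of the variance, of which 99.3% lay between MSC donors. A weaker cytokine stimulation of the cells with CM of donor ORC, raised in the closing section, may enter this spread and was not separated from it. Of 14304 genes tested, 41 passed the paper's thresholds with TLR-MSC-CM against resting MSC-CM (20 higher and 21 lower), 35 of them with 1 group at the floor and 34 changed in the same direction in all 3 donors. The number of genes with an adjusted p-value under 0.05 was 0, and 74 genes had an unadjusted p-value under 0.05. A prior count of 2 moved the count most, to 0 genes. The changes with TLR-MSC-CM and with STING-MSC-CM had a Pearson's r across genes of 0.388, against 0.485 to 0.524 in simulated data with shared resting libraries and no effect. Past the thresholds in the same direction in both were 8 genes, against 0 to 6 in the simulations with donor differences and 12 to 26 in those without.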

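TLR3 had 3 to 5 counts per library in chondrocytes with TLR-MSC-CM and 0 in each library with resting MSC-CM, which is at least 1.31-fold higher (higher in 3 of 3 donors, exact permutation p = 0.1, the smallest p possible here). CRYGB, a crystallin gene, had 1 to 8 counts with TLR-MSC-CM and 0 with resting MSC-CM; its mean with TLR-MSC-CM was too close to the floor for a lower bound above 1.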

The top upregulated gene is TLR3, the target for poly I:C, followed by the crystalin gene which is likely part of the chondrocyte extracellular matrix (Bao et al., 2019). 

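FOXA1 had 0 counts in the 3 chondrocyte libraries with TLR-MSC-CM and 0 to 10 in those with resting MSC-CM, which is at least 1.79-fold lower with TLR-MSC-CM (exact permutation p = 0.4).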

The most downregulated gene was FOXA1 associated with chondrocyte differentiation (Ionescu et al., 2012). 

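In chondrocytes with TLR-MSC-CM the interferon list had a median log2 fold change of 0.01 against resting MSC-CM, with 32 of 59 genes higher (camera adjusted p = 0.767). The list's mean log2 CPM was 2.88 ± 0.101 (SD, n = 3) with TLR-MSC-CM and 2.83 ± 0.0250 with resting MSC-CM (exact permutation p = 0.7), and the donor differences ran from −0.01 in ORC to 0.13 in AG1. None of its genes passed a 0.05 threshold, as 0 had an adjusted p-value under 0.05 when adjusted over the list alone and 0 an unadjusted p-value under 0.05. Without the TLR-MSC-CM library of donor PC the median was −0.0012. The change of the list was higher by 0.22 in synoviocytes than in chondrocytes (exact permutation p = 0.5, camera adjusted p = 0.00111, fry adjusted p = 0.776), and leaving out 1 donor at a time gave differences from −0.04 to 0.38.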

Unlike synoviocytes, TLR-MSC-CM treated chondrocytes did not significantly upregulate any interferon or immune pathways. Treatment of chondrocytes with STING-MSC-CM resulted in additional upregulated genes and pathways including pro inflammatory genes Galectin 3, TLR and several interferons induced genes were upregulated and 6 significantly downregulated. 

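With STING-MSC-CM 51 chondrocyte genes passed the paper's thresholds against resting MSC-CM (38 higher and 13 lower), of which 34 had 1 group at the floor, 40 changed in the same direction in all 3 donors and 10 were on the interferon list. There were 0 genes with an adjusted p-value under 0.05 and 113 with an unadjusted p-value under 0.05. Without the STING-MSC-CM library of donor AG1, 17 genes passed the thresholds. With the MSC donor as a blocking term 1 gene, ACTG2, named after its value was seen, had an adjusted p-value under 0.05 (log2 fold change 0.50 in that fit). LGALS3, which encodes galectin 3, was at 91.9 ± 34.7 CPM (SD, n = 3) with STING-MSC-CM and 84.2 ± 19 CPM with resting MSC-CM, a log2 fold change of 0.13 (SE 0.332), higher in 2 of 3 donors (exact permutation p = 0.7) and −0.11 without the library of donor AG1. LGALS3BP, which encodes the galectin 3 binding protein, had a log2 fold change of 6.96 (SE 2.09) and was higher in 3 of 3 donors, with 29 to 4577 counts against 7 to 11 (exact permutation p = 0.1). Without the library of donor AG1 its log2 fold change was 2.15. TLR3 had 3 to 43 counts against 0 with resting MSC-CM, at least 4.77-fold higher. MX1 had a log2 fold change of 3.09 (SE 1.21, higher in 3 of 3 donors, exact permutation p = 0.3), which was 0.36 without the library of donor AG1. The adjusted p of each of these genes was 1. The paper states from this comparison that inflammatory and interferon-induced genes rose in chondrocytes with STING-MSC-CM.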

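In chondrocytes with STING-MSC-CM the interferon list had a median log2 fold change of 0.70 against resting MSC-CM (56 of 59 genes higher, camera adjusted p = 2.01e-19). Its mean log2 CPM was 3.38 ± 0.736 (SD, n = 3), higher by 0.55 (exact permutation p = 0.1), with donor differences of 1.37 in AG1, 0.18 in ORC and 0.09 in PC. Without the STING-MSC-CM library of donor AG1 the median was 0.07. Adjusted over the list alone, 0 of its genes had an adjusted p-value under 0.05, and 17 had an unadjusted p-value under 0.05. The ribosomal protein list had a median of −0.10, with 3 of 67 genes higher (camera adjusted p = 1.45e-11), and the cell cycle list a median of −0.12, with 16 of 94 genes higher (camera adjusted p = 3.18e-08). The means of both lists were lower in all 3 donors (exact permutation p = 0.5 for each), and without the resting MSC-CM library of donor ORC the medians were −0.03 and −0.0068. With TLR-MSC-CM the cell cycle list had a median of −0.11 (7 of 94 genes higher, camera adjusted p = 1.73e-08), turning to 0.01 without the same resting library. The ribosomal protein list with TLR-MSC-CM (median 0.02, adjusted p = 0.293) and the cholesterol synthesis list with TLR-MSC-CM or STING-MSC-CM (medians −0.01 and −0.04, adjusted p = 0.917 and 0.131) did not pass the threshold. When adjusted over the list alone, 0 genes of these 3 lists passed in chondrocytes, and 1 cell cycle gene with TLR-MSC-CM had an unadjusted p-value under 0.05.

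**Figure D2:**
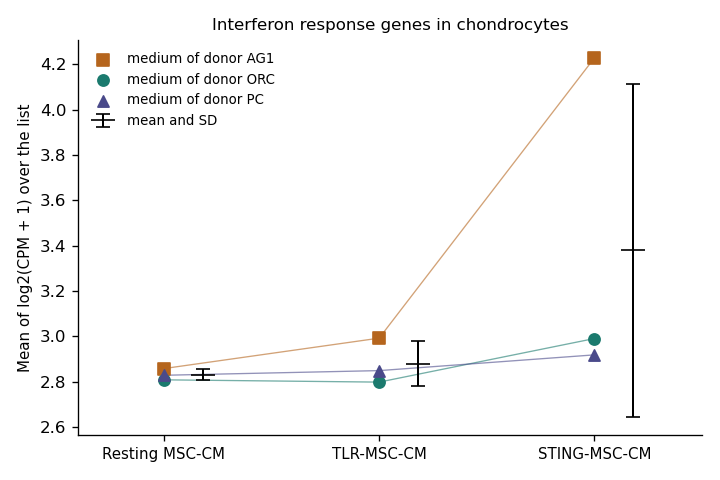
Mean of log2(CPM + 1) over the interferon list (vertical axis) in chondrocytes with resting MSC-CM, TLR-MSC-CM and STING-MSC-CM. Symbols joined by a thin line are the libraries with CM of 1 MSC donor, and the bars give the mean and SD of the 3 donors; donor AG1 shows the rise of 1.37 with STING-MSC-CM.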

The upregulated pathways include type 2 interferons alpha, gamma from multiple pathway databases and reactome pathways which include major categories such as translation and protein synthesis, cell cycle and DNA replication as well as signaling and response to cellular stimuli. Direct comparison of STING-MSC CM treatment vs TLR-MSC-CM treated chondrocytes showed 47 significant DEGs notably the immune pathways were much more overrepresented in STING-MSC-CM.

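Between chondrocytes with STING-MSC-CM and with TLR-MSC-CM, 38 genes passed the paper's thresholds (29 higher and 9 lower with STING-MSC-CM), of which 24 had 1 group at the floor and 11 of those higher were on the interferon list. An adjusted p-value under 0.05 was reached by 0 genes and an unadjusted p-value under 0.05 by 104. Without the STING-MSC-CM library of donor AG1 the count was 22. The median log2 fold change of the interferon list was 0.63, and 0.58 with the genes at the floor set to their bound (56 of 59 genes higher, camera adjusted p = 8.13e-19), and it was 0.06 without the STING-MSC-CM library of donor AG1. The list's mean log2 CPM was higher by 0.50 with STING-MSC-CM (exact permutation p = 0.3), between 0.07 and 1.24 in the 3 donors. Adjusted over the list alone, 0 of its genes had an adjusted p-value under 0.05, and 16 had an unadjusted p-value under 0.05. The ribosomal protein list had a median of −0.13 (0 of 67 genes higher, camera adjusted p = 3.12e-15), the cholesterol synthesis list −0.05 (adjusted p = 0.131) and the cell cycle list 0.00 (49 of 94 higher, adjusted p = 0.917). With the MSC donor as a blocking term 2 genes, named after their values were seen, had an adjusted p-value under 0.05, ACTG2 (log2 fold change 0.45 in that fit) and HERC6, which had 1 to 194 counts with STING-MSC-CM against 0 to 1 with TLR-MSC-CM, at least 17.7-fold higher.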

**FIGURE 5:**
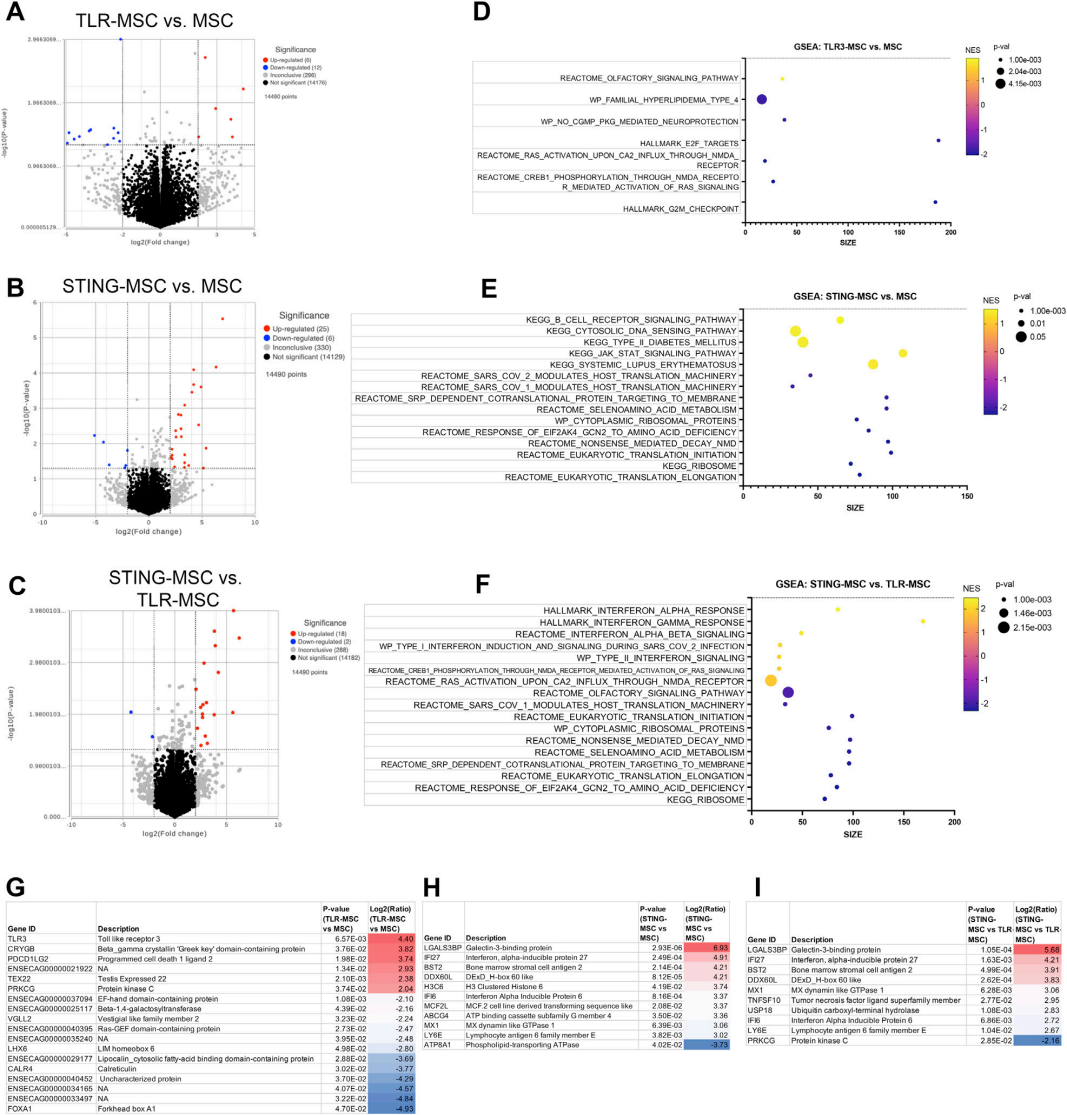
Transcriptome of chondrocytes treated with activated MSC supernatants. **(A)** RNAseq differential gene expression analysis results (protein coding genes) comparing n = 3 biological replicates of chondrocytes treated with TLR-MSC-CM compared to matched biological replicates of chondrocytes treated with resting MSC supernatant. Figure shows volcano plot with significantly upregulated genes (p < =0.05, FC ≥ 2Log_2_) in red and significantly downregulated genes (p < =0.05, FC ≤ -2Log_2_) in blue. **(B)** Volcano plot of differential gene expression analysis (DESeq) comparing chondrocytes treated with STING-MSC-CM vs chondrocytes treated with untreated MSC-CM. **(C)** Volcano plot of differential gene expression analysis comparing chondrocytes treated with STING-MSC-CM vs chondrocytes treated with TLR-MSC-CM. **(D–F)** top significant GSEA pathways of the above listed comparisons, using hallmarks, reactome, wiki pathways and KEGG. X-axis denotes the number of genes found in corresponding pathways (size). Normalized Enrichment score (NES) colored from purple (−2 downregulated) to yellow +2 enrichment score, upregulated. Size of dots show p-value for significance. All pathways shown filtered for unadjusted p-value of≤0.05 and FDR adjusted p-value of 0.25. **(G–I)** List of top 10 significantly upregulated and top 10 significantly downregulated genes in the above comparison.

### Macrophages treated with stimulated MSC supernatant show increased metabolic gene expression

Macrophages treated with TLR-MSC-CM have significant transcriptomic changes compared to the other 2 joint cell types (Figure 6). These genes map to a diverse category of upregulated pathways such as those related to DNA Replication, Repair, and Cell Cycle. 

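Macrophages of 1 horse were stimulated and treated in the same way, with the cytokines at 20 ng/mL in the methods and at 10 ng/mL in the sample labels. Between 23525704 and 40403096 reads per library were counted with resting MSC-CM (median 37633788), between 30621778 and 39514591 with TLR-MSC-CM (median 37903147) and between 26535024 and 29746987 with STING-MSC-CM (median 28325768), and 3 counts equalled 0.0743 to 0.128 CPM. The first principal component held 42.8% of the variance, of which 77.8% lay between MSC donors. With TLR-MSC-CM 91 of 15052 genes tested passed the paper's thresholds against resting MSC-CM (43 higher and 48 lower), 82 of them with 1 group at the floor and 73 changed in the same direction in all 3 donors. The number of genes with an adjusted p-value under 0.05 was 0 (smallest adjusted p 0.998), and 316 genes had an unadjusted p-value under 0.05. With filterByExpr, which moved the count most, 4 genes passed. Tested gene by gene, the change with TLR-MSC-CM differed between macrophages and synoviocytes, and between macrophages and chondrocytes, for 0 of 16584 genes at an adjusted p-value under 0.05, and for 641 and 430 genes at an unadjusted p-value under 0.05. With the MSC donor as a block within each cell type, a setting chosen after seeing the data, the adjusted counts were 1 and 0; the gene, NUP210, named after its value was seen, had a log2 fold change lower by 1.31 in macrophages than in synoviocytes (adjusted p = 0.0470, the same direction in 3 of 3 donors). The changes with TLR-MSC-CM and with STING-MSC-CM had a Pearson's r across genes of 0.297, against 0.482 to 0.526 in simulated data with shared resting libraries and no effect. In the same direction in both, 13 genes passed the thresholds, against 1 to 10 in the simulations with donor differences and 12 to 21 in those without. The paper states from the comparison of the cell types that macrophages changed more than the other joint cells.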

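In macrophages with TLR-MSC-CM the cell cycle and DNA replication list had a median log2 fold change of 0.21 against resting MSC-CM (86 of 94 genes higher, camera adjusted p = 3.31e-16). The mean log2 CPM of the list was 4.22 ± 0.182 (SD, n = 3) with TLR-MSC-CM and 4.04 ± 0.0452 with resting MSC-CM (exact permutation p = 0.3), with donor differences of 0.38 in AG1, 0.18 in PC and −0.01 in ORC. Without the TLR-MSC-CM library of donor AG1 the median was 0.11, and without that of donor ORC it was 0.32. With fry the adjusted p was 0.390, and with the estimated correlation 0.402. Adjusted over the list alone, 0 genes had an adjusted p-value under 0.05, and 15 had an unadjusted p-value under 0.05. The interferon list had a median of −0.07 (14 of 60 genes higher, adjusted p = 0.441), from −0.29 without the resting MSC-CM library of donor AG1 to 0.15 without that of donor ORC. The cholesterol synthesis list had a median of 0.09 (20 of 24 higher, adjusted p = 0.0138; mean higher by 0.05 to 0.07 in the 3 donors, exact permutation p = 0.3) and the ribosomal protein list of 0.02 (42 of 68 higher, adjusted p = 0.973).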

STING MSC-CM treated macrophages have a similar number of DEGs, but upregulate cholesterol metabolism, biosynthesis, and signaling, along with some other metabolic and disease-related pathways. 

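With STING-MSC-CM 77 macrophage genes passed the paper's thresholds against resting MSC-CM (35 higher and 42 lower), 53 of them with 1 group at the floor and 66 changed in the same direction in all 3 donors. There were 0 genes with an adjusted p-value under 0.05 (smallest adjusted p 0.717) and 693 with an unadjusted p-value under 0.05. With the MSC donor as a blocking term 99 genes had an adjusted p-value under 0.05 (58 higher and 41 lower), and DESeq2 without that term gave 9 (1 higher and 8 lower). The cholesterol synthesis list had a median log2 fold change of 0.22 (22 of 24 genes higher, camera adjusted p = 9.88e-09). Its mean log2 CPM was 5.80 ± 0.0672 (SD, n = 3) with STING-MSC-CM and 5.60 ± 0.0628 with resting MSC-CM (exact permutation p = 0.1), with donor differences of 0.17 in AG1, 0.22 in ORC and 0.24 in PC. Leaving out each library in turn gave medians from 0.19 to 0.25. Without the donor in the fit the call did not hold under fry (adjusted p = 0.0744) or the estimated correlation (adjusted p = 0.245), and with the donor as a blocking term it held under fry (adjusted p = 0.00562) and not under the estimated correlation (adjusted p = 0.0564). Adjusted over the list alone, 0 genes had an adjusted p-value under 0.05 (smallest 0.0631), and 7 had an unadjusted p-value under 0.05. The interferon list had a median of 0.09 (46 of 60 genes higher, adjusted p = 0.00369), from −0.13 without the resting MSC-CM library of donor AG1 to 0.34 without that of donor ORC, and the cell cycle list of 0.01 (50 of 94 higher, adjusted p = 0.441).

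**Figure D3:**
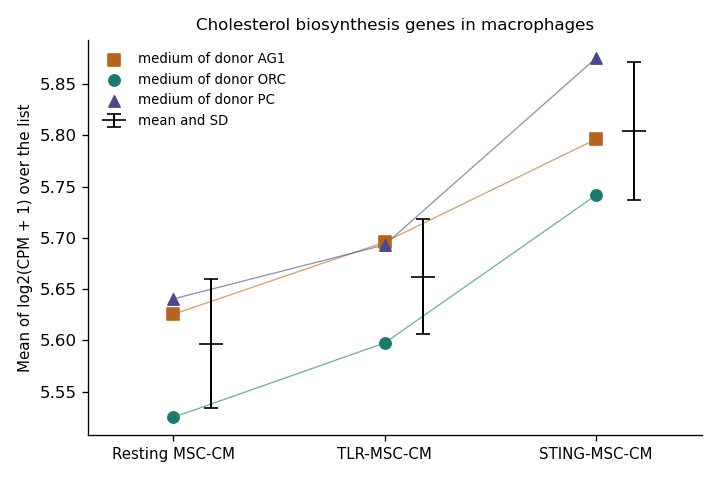
Mean of log2(CPM + 1) over the cholesterol synthesis list (vertical axis) in macrophages with resting MSC-CM, TLR-MSC-CM and STING-MSC-CM. Symbols joined by a thin line are the libraries with CM of 1 MSC donor, and the bars give the mean and SD of the 3 donors; each donor is higher with STING-MSC-CM than with resting MSC-CM, by 0.17 to 0.24.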

Downregulated pathways are related to translation and ribosome function, and metabolic pathways. 

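The ribosomal protein list had a median log2 fold change of −0.15 in macrophages with STING-MSC-CM against resting MSC-CM, with 2 of 68 genes higher (camera adjusted p = 9.79e-08). Its mean log2 CPM was lower by 0.14 with STING-MSC-CM and lower in all 3 donors (exact permutation p = 0.2). The median was −0.05 without the resting MSC-CM library of donor AG1. When adjusted over the list alone, 0 genes had an adjusted p-value under 0.05, and 0 had an unadjusted p-value under 0.05.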

Although the direct comparison of STING-MSC supernatant treated vs TLR-MSC supernatant treated macrophages only showed a small number of significant DEGs (47 total), there were many pathways that were up or downregulated that were not seen in the above comparisons. 

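Between macrophages with STING-MSC-CM and with TLR-MSC-CM, 87 genes passed the paper's thresholds (34 higher and 53 lower with STING-MSC-CM), 73 of them with 1 group at the floor and 69 changed in the same direction in all 3 donors. There were 0 genes with an adjusted p-value under 0.05 (smallest adjusted p 0.116) and 966 with an unadjusted p-value under 0.05. With the MSC donor as a blocking term 412 genes had an adjusted p-value under 0.05 (257 higher and 155 lower), and with DESeq2 31 (8 higher and 23 lower). A prior count of 2 left 3 genes past the paper's thresholds. The cholesterol synthesis list had a median log2 fold change of 0.11 (20 of 24 genes higher, camera adjusted p = 1.88e-04; mean higher by 0.10 to 0.18 in the 3 donors, exact permutation p = 0.1), which with the donor block held under fry (adjusted p = 0.0154) and not under the estimated correlation (adjusted p = 0.109). The interferon list had a median of 0.18 (52 of 60 higher, adjusted p = 6.99e-04) and the cell cycle list of −0.22 (15 of 94 higher, adjusted p = 9.88e-09). Of these lists, 0 genes passed when adjusted over the list alone, and 4 cholesterol synthesis and 19 cell cycle genes had an unadjusted p-value under 0.05.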

Upregulated pathway can be broadly described in three categories including translation and ribosome function, disease and pathological conditions, as well as some reactome cellular responses and metabolic pathways.

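Between STING-MSC-CM and TLR-MSC-CM the ribosomal protein list had a median log2 fold change of −0.15 in macrophages, with 1 of 68 genes higher with STING-MSC-CM (camera adjusted p = 4.26e-07). The list's mean log2 CPM was lower by 0.14 with STING-MSC-CM and lower in all 3 donors (exact permutation p = 0.4), and without the TLR-MSC-CM library of donor AG1 the median was −0.0036.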

**FIGURE 6:**
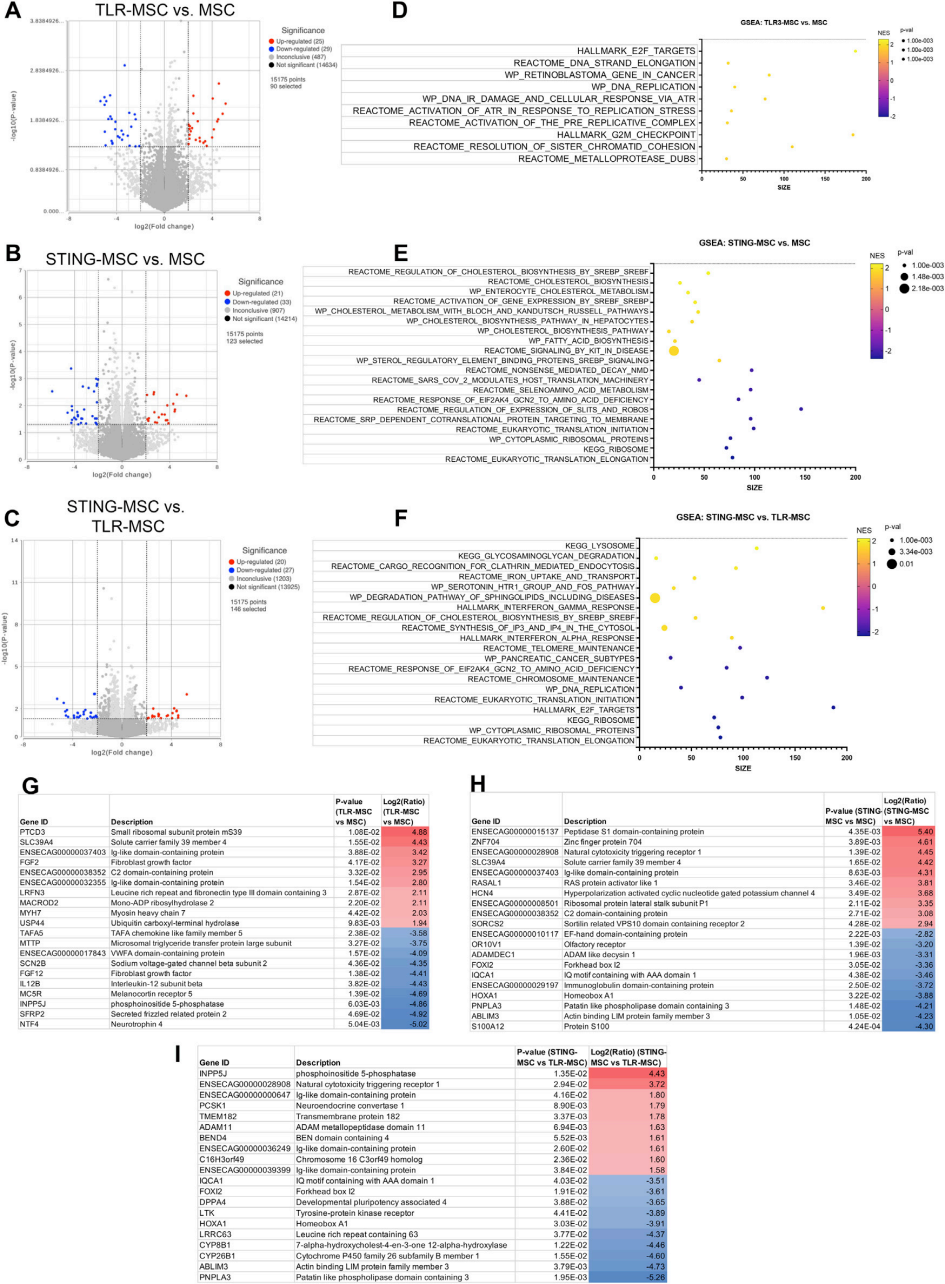
Transcriptome of macrophages treated with activated MSC supernatants. **(A)** RNAseq differential gene expression analysis results (protein coding genes) comparing n = 3 biological replicates of macrophages treated with TLR-MSC-CM compared to matched biological replicates of macrophages treated with untreated MSC supernatant. Figure shows volcano plot with significantly upregulated genes (p < =0.05, FC ≥ 2Log_2_) in red and significantly downregulated genes (p < =0.05, FC ≤ -2Log_2_) in blue. **(B)** Volcano plot of differential gene expression analysis (DESeq) comparing macrophages treated with STING-MSC-CM vs macrophages treated with untreated MSC-CM. **(C)** Volcano plot of differential gene expression analysis comparing macrophages treated with STING-MSC-CM vs macrophages treated with TLR-MSC-CM. **(D–F)** top significant GSEA pathways of the above listed comparisons, using hallmarks, reactome, wiki pathways and KEGG. X-axis denotes the number of genes found in corresponding pathways (size). Normalized Enrichment score (NES) colored from purple (−2 downregulated) to yellow +2 enrichment score, upregulated. Size of dots show p-value for significance. All pathways shown filtered for unadjusted p-value of≤0.05 and FDR adjusted p-value of 0.25. **(G–I)** List of top 10 significantly upregulated and top 10 significantly downregulated genes in the above comparison.

### Interferon induced factors and complement cascade proteins regulated gene expression in joint cells

Combining the transcriptome data from activated MSC and their effects on target cells, a prediction can be made on the potential mechanisms of how activated MSCs differ for OA treatment (Figure 7). First, gene expression results from non-activated and activated MSCs were matched to the human protein atlas (https://www.proteinatlas.org/humanproteome/tissue/secretome) to predict secreted proteins. TLR3 activation shows a predicted 12 upregulated secreted proteins, STING activation upregulated those same 12 proteins and included an additional 23 secreted proteins shown in the heatmap. 

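The heat map of predicted secreted proteins in Fig. 7C names 23 genes, all of which were in the MSC count table. After the STING agonist 23 of these genes were higher than in untreated MSC, 23 of them in all 3 donors, with a median log2 fold change of 1.85, and 11 passed the paper's thresholds. After the TLR3 agonist 23 were higher, 8 of them in all 3 donors, with a median of 1.09, and 10 passed the thresholds. Between the STING and the TLR3 agonist the median log2 fold change of the 23 genes was 0.55, and 0 genes passed the thresholds. The list was drawn up by the authors from these same libraries, so that the number of genes changed is not independent evidence.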

Transcriptomic responses to activated MSC treatment from chondrocytes, synoviocytes and macrophages were then matched to these predicted secreted proteins. Among these proteins, in particular, TLR3 activated MSCs secreted TNFSF10, CXCL10, ISG15 and C2 (green highlight, 7C) were found upstream of several affected immune response and infection pathways in all 3 cell types. 

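In MSC activated with the TLR3 agonist the log2 fold changes of the transcripts were 2.9 for TNFSF10 (SE 1.02), 6.93 for CXCL10 (SE 2.30), 6.84 for ISG15 (SE 1.57) and 2.83 for C2 (SE 1.01). TNFSF10 and C2 were higher in 3 of 3 donors, and CXCL10 and ISG15 in 2 of 3, with exact permutation p = 0.2, 0.4, 0.2 and 0.2 for TNFSF10, CXCL10, ISG15 and C2. After the STING agonist they were 3.65, 6.95, 7.26 and 3.46, each higher in 3 of 3 donors (exact permutation p = 0.1 for each). The adjusted p of each gene was 1 in both comparisons. The test of the STING agonist also takes in the spread among the TLR3 agonist libraries. From the secreted proteins matched to pathways of the joint cells, the paper proposes how activated MSC act on them.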

STING activation additionally increased proteins ITGBL1, NOTUM, SRGN, IL4L1, SERPING1, which influence downstream metabolic signaling and transcription pathways in the 3 joint cell types.

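In STING-activated MSC the log2 fold changes against untreated MSC were 0.50 for ITGBL1 (SE 0.191; 51.2 ± 8.26 against 36.1 ± 6.44 CPM, SD, n = 3), 1.45 for NOTUM (SE 0.479; 35.4 ± 12.0 against 13 ± 6.83 CPM), 2.06 for SRGN (SE 0.842; 10.9 ± 7.42 against 2.61 ± 1.48 CPM), 1.67 for IL4I1 (SE 0.810; 46.2 ± 41.4 against 14.6 ± 6.65 CPM) and 1.24 for SERPING1 (SE 0.424; 265 ± 114 against 112 ± 40.3 CPM). Each was higher in 3 of 3 donors, and the exact permutation p was 0.1 for ITGBL1, NOTUM and SERPING1 and 0.3 for SRGN and IL4I1. The log2 fold change without the STING agonist library of donor 99 was 0.69 for IL4I1 and 0.82 for SERPING1, and that of ITGBL1 without the library of donor 92 was 0.34. After the TLR3 agonist they were 0.18 for ITGBL1, 0.36 for NOTUM, 0.47 for SRGN, 0.64 for IL4I1 and 0.51 for SERPING1, and NOTUM fell to −0.07 without the TLR3 agonist library of donor PC. The direct comparison of STING with TLR3 activation gave log2 fold changes of 0.32 for ITGBL1, 1.08 for NOTUM, 1.59 for SRGN, 1.02 for IL4I1 and 0.73 for SERPING1, each higher with the STING agonist in 3 of 3 donors and with an adjusted p of 1.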

**FIGURE 7:**
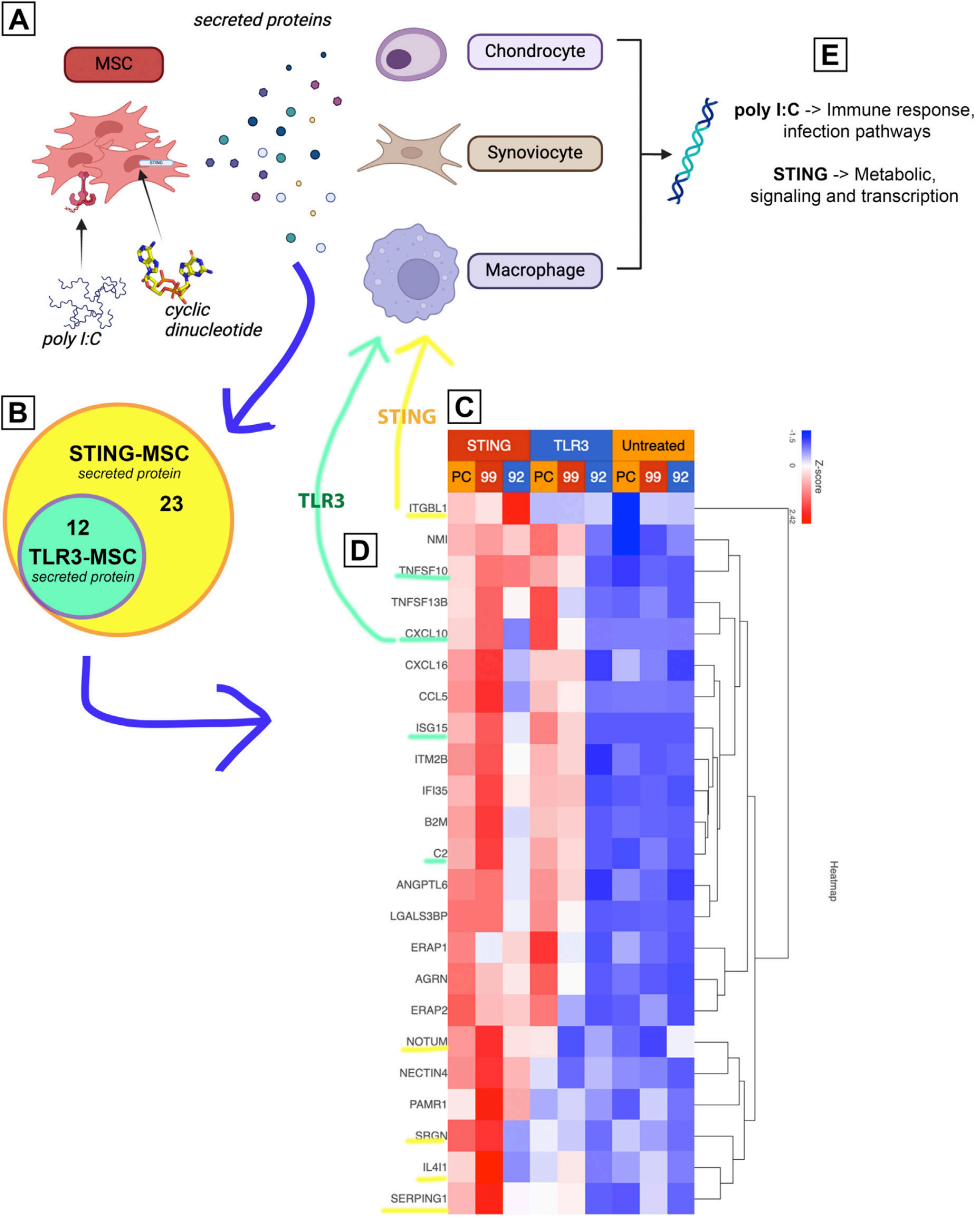
Proposed mechanism of increased treatment efficacy using stimulated MSCs based on joint cell type interaction with MSC secreted proteins. Figure shows diagram depicting experimental workflow. **(A)** shows MSCs treated with either TLR or STING agonist, then secreting different proteins. **(B)** upregulated protein coding genes (Figure 2) were matched to human protein atlas for prediction of secreted protein, which included 12 in the TLR treated MSCs and an additional 23 in the STING MSC shown in a Venn diagram. **(C)** Heat map of normalized expression values of 35 predicted secreted proteins (data from Figure 2) including 3 biological replicates (PC, 99, 92) as well as all treatment groups. Untreated in yellow, TLR3 in blue (top) and STING in red (top). **(D)** Yellow and green highlighted proteins were found to affect downstream pathways in 3 joint cell types (chondrocytes, synoviocytes and macrophages). **(E)** Key take aways from pathway matching.

## Discussion

Priming or licensing MSCs with innate immune agonists can substantially alter the functionality of the cells, leading to more desirable properties when the cells are injected intra-articularly in patients with OA. In addition, MSC activation immediately prior to injection may reprogram the overall cell population to reduce cellular heterogeneity, which may be desirable from the standpoint of reducing MSC donor-to-donor variability (Krampera, 2011; Szabó et al., 2015; Cassano et al., 2018). The use of TLR3 agonists to license MSC has been reported by numerous groups in addition to ours, for application to suppression of inflammatory diseases such as multiple sclerosis. In our studies, we have primarily focused on TLR3 agonist activation of MSC to stimulate their anti-infective properties (Johnson et al., 2017; Pezzanite L. et al., 2021; 2022). However, we have recently shown that intra-articular injection of MSC activated with the TLR3 agonist poly I:C as well as the STING pathway agonist 2′,3-cGAMP significantly improved histologic and functional gait outcomes in a murine model of OA (Plaisance et al., 2025). Therefore, in the present study we sought to understand in greater detail potential mechanisms of interaction between activated MSC and their target cells in the joint, using an *in vitro* model system.

When examining transcriptomic responses of MSC themselves following activation, TLR3 activation responses were dominated by interferon responses, consistent with prior reports of MSC and tumor cells activated with these agonists. Following TLR3 activation, 76 genes were upregulated in MSC, with the top 10 representing interferon induced or related genes. 

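Of the 107 genes that passed the paper's thresholds as higher after the TLR3 agonist, 45 were on the interferon list, and of the 135 after the STING agonist 48 were.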

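AGRN, which Fig. 7C lists among the predicted secreted proteins, was at 518 ± 415 CPM (SD, n = 3) in TLR3-activated and 126 ± 37.0 CPM in untreated MSC, a log2 fold change of 2.04 (SE 0.645, adjusted p = 1), higher in 3 of 3 donors (exact permutation p = 0.3) and 1.28 without the TLR3 agonist library of donor PC. ISG15 was at 1131 ± 1018 CPM after the TLR3 agonist against 9.88 ± 3.62 CPM in untreated MSC.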

Of the 12 genes representing secreted proteins, these notably included interferon stimulated gene 15 (ISG15) and agrin (AGRN), which have shown beneficial effects in chondrogenesis (Hwang et al., 2024) and cartilage formation (Eldridge et al., 2016). Mechanistically, ISG15 has been shown to increase USP18 (Basters et al., 2017), an IL-6 and IL-18 inhibitor (Jiang et al., 2021), and AGRN works to repair cartilage by attracting tissue progenitor cells and differentiation of articular chondrocytes through simultaneous activation of CREB and suppression of canonical Wnt signaling (Eldridge et al., 2020). Production of type I interferons by immune cells and sensory neurons has been described to elicit antinociceptive effects in murine models of neuropathic pain (Donnelly et al., 2021), with potential implications for pain mitigation in OA.

When examining the transcriptomic and cytokine response of MSC to 2′3′-cGAMP activation, an additional 23 genes were upregulated and an additional 3 genes were downregulated, compared to TLR3-activated cells. 

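IRF7 was at 1343 ± 918 CPM (SD, n = 3) in STING-activated and 11.4 ± 6.29 CPM in untreated MSC, a log2 fold change of 6.88 (SE 1.61, adjusted p = 1), higher in 3 of 3 donors (exact permutation p = 0.1).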

Of the top 10 upregulated genes, 9 were the same as in TLR3-MSC with IRF7, the “master regulator of type-1 interferon dependent-immune response s (Honda et al., 2005),” rising into the top 10. Gene expression pathway analysis demonstrated a similar increase in interferon dominated pathways in cells activated by STING. Moreover, there was also significant upregulation in ISG15 signaling and NF-kB pathway. Upregulated gene predicted to be secreted proteins exclusive to 2′3′-cGAMP activation show efficacy in reducing osteoarthritis or enhancing cartilage formation (ITGBL1, Notum, serpinG1). Integrin beta-like 1 (ITGBL1) inhibits integrin-ECM interactions and promotes chondrogenic differentiation (Song et al., 2018), and inhibits cartilage inflammation decreasing TNF-α, IL-1β, and IL-6 (Xie et al., 2023). Notum stimulates repair (González-Guede et al., 2024) of cartilage as a negative regulator of the Wnt pathway (Wang et al., 2019). SerpinG1, a serine protease inhibitor may also inhibit catabolism and inflammation of cartilage but has not been extensively studied (Wilkinson, 2021). Finally, STING activation induced increased IP-10 secretion from MSC, a chemokine known to be secreted in response to IFN-γ that further plays a role in activation and regulation of immune responses. These data provide further mechanistic insight to the effect of MSC priming with pattern recognition receptors, implicating induction of interferon responses as a primary pathway with relevance to in OA.

When examining transcriptomic and cytokine responses of synoviocytes to treatment with activated MSC-CM, TLR-MSC-CM treatment induced an increase in interferon response and downregulation of translation related pathways. Differentially expressed genes with known relevance to OA and cartilage homeostasis include protein kinase C (PKC), FGF16, and IL1r2. 

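FGF16 had 1 to 13 counts per synoviocyte library with TLR-MSC-CM and 0 with resting MSC-CM, at least 1.17-fold higher and higher in 3 of 3 donors (exact permutation p = 0.1, the smallest p possible, adjusted p = 0.545 by edgeR).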

PKC has been implicated to have dual roles in OA, both inhibiting inflammation through TNF-α induced ICAM-1 expression (Phalitakul et al., 2011) while increasing MMP-1, -3, and -13 production in cartilage (Koskinen et al., 2011). FGF signaling has been associated with several functions, including cell differentiation, proliferation and tissue repair. While some FGFs have demonstrated an effect in OA and cartilage (both regenerative and degenerative), literature supporting a role for FGF16 specifically in the context of OA is limited. IL1-r2 suppresses the immune response to IL-1 reducing arthritis in mice (Shimizu et al., 2015). STING activation of MSC induced downregulation of similar pathways, while the upregulated pathways include increases in reactome to PI3K cascade, detoxification of ROS and nuclear signaling by ERB84. 

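PLXNC1, which encodes plexin C1, had 2 to 4 counts per synoviocyte library with STING-MSC-CM and 0 with resting MSC-CM, too near the floor for a lower bound above 1 (higher in 3 of 3 donors, exact permutation p = 0.1). With TLR-MSC-CM it had 3 to 8 counts, at least 1.54-fold higher than with resting MSC-CM.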

The increased plexin C1 is notable, as it ameliorates injury, inflammation, apoptosis and ECM degradation of chondrocytes exposed to IL-1β (Meng et al., 2023). Finally, non-activated MSC treatment reduced secretion of IL-6 from synoviocytes, an immunomodulatory cytokine with potential dual roles in OA. In OA, IL-6 is released from synovial fibroblasts and may contribute to OA through production of inflammatory mediators and MMP production through the JAK/STAT pathway (Guerne et al., 1989; Bondeson et al., 2010; Nguyen et al., 2017) and MAPK/PI3K cascade (Wiegertjes et al., 2020). TLR3 activated MSCs also reduced IL-18 in chondrocytes and IL-6 in synoviocytes, and reduced IL-1β, a key cytokine in OA that amplifies synovitis and cartilage degradation, secretion in synoviocytes. STING-MSC treatment further reduced expression of IL-8 from synoviocytes, indicating a potential anti-inflammatory role as IL-8 is known to attract neutrophils to regions of inflammation.

When assessing transcriptomic and cytokine responses of chondrocytes to treatment with activated MSC media, there was a significant reduction in pathways involved with molecules targeted by E2F and molecules involved with NMDA receptor. Upregulation of TLR3 and Protein Kinase C genes suggest an inflammatory response by the cells that is not reflected in their secretory profile. STING-MSC conditioned media induced an increase in the JAK-STAT, B cell receptor, and cytosolic DNA sensing pathways, and reduced expression of translation related pathways. 

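IFI6 was at 311 ± 426 CPM (SD, n = 3) in chondrocytes with STING-MSC-CM and 30.0 ± 3.05 CPM with resting MSC-CM, a log2 fold change of 3.38 (SE 1.11, adjusted p = 1), higher in 3 of 3 donors (exact permutation p = 0.1) and 1.13 without the STING-MSC-CM library of donor AG1. MCF2L had 4 to 25 counts with STING-MSC-CM and 0 to 3 with resting MSC-CM, at least 3.03-fold higher (3 of 3 donors).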

Notable increased genes include IFI6, a negative regulator of innate immune responses (Villamayor et al., 2023), and MCF2L which is correlated to cartilage maintenance (Mitchell et al., 2013; Shepherd et al., 2015). STING-MSC also reduced expression of IL-8, which has been correlated to severity of OA through upregulation of MMP levels and chondrocyte hypertrophy.

When assessing transcriptomic and cytokine responses of macrophages to treatment with activated MSC media, TLR-MSC-CM treatment did not induce significant changes in cytokine secretion but did induce upregulation of DNA replication pathways and cell cycle pathways. Significant changes in individual genes show an upregulation of FGF2, an ambivalent mediator in OA depending on conditions in the joint (Li et al., 2024). 

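FGF2 had 3 to 11 counts per macrophage library with TLR-MSC-CM and 0 to 2 with resting MSC-CM, at least 1.92-fold higher and higher in 3 of 3 donors (exact permutation p = 0.1, adjusted p = 0.998 by edgeR).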

STING-MSC treatment exerted significant effects in secretory changes, and changes in genetic expression with an upregulation in mainly cholesterol and fatty acid synthesis pathways. A downregulation in translational pathways also occurred. Significant changes in secretory cytokines of macrophages happened only when MSCs were activated with STING agonist, causing an increase in G-CSF and IL-4 while reducing secretion of IL-5. Macrophages, a key regulator in joint inflammation, in the synovial joint include synovial macrophages and infiltrating macrophages are classified as either M1, an inflammatory cytokine producing or destructive macrophage, or M2, an anti-inflammatory or reparative macrophage. Polarization states of these macrophages are essential for modulating the inflammatory state of the synovial joint. Granulocyte stimulating factor (G-CSF), shown to repair osteochondral defects (Okano et al., 2014) and damaged cartilage (Sasaki et al., 2017), decreases the M1/M2 ratio of macrophages (Wen et al., 2019). IL-4 is associated with M2 macrophages and inducing M2 polarization (Keegan et al., 2021) and is also chondroprotective in osteoarthritis (van Helvoort et al., 2022). IL-5 promotes eosinophilic inflammation (Dougan et al., 2019), suggesting its reduction beneficial in inflammatory diseases, but its implications are not fully characterized in the context of OA. Taken together these alterations in transcriptomic and cytokine responses with STING-MSC treatment of macrophages in particular support an immunomodulatory and overall anti-inflammatory role for STING induction in OA.

Limitations of this study include the *in vitro* nature of study design, short time course in culture, use of preclinical model tissues, and small donor horse sample size with some inter-individual variability noted between primary cells lines in differential gene expression and cytokine secretion. While inflammation is now an accepted hallmark of OA, our knowledge of the processes driving local and systemic inflammation resulting in progressive joint damage, and how this inflammation may be mitigated or modified by activated MSC therapy, are at present incomplete. In this context, IL-1β and TNF- α were used in this study as potent stimulators and mediators of inflammation; however, it is acknowledged that other potential inflammatory mediators such as calcium pyrophosphate crystals which are present in the joints of some individuals with OA may be investigated alternatively due to their clinical relevance, which was outside the scope of the current experiment. Given the preliminary preclinical *in vitro* nature of study design, there is potential for lack of translation of findings to the *in vivo* osteoarthritic environment, and it is acknowledged that the culture conditions described here could not replicate the spectrum of disease processes encompassed by OA nor be generalized to embody the complex, chronic pathologies that may progress over decades. The equine preclinical model was selected for its tissue availability and comparable disease prevalence, similarity in joint volume, cartilage thickness and articular cartilage loading forces to humans, making it a valuable preclinical model for high-throughput screening of biological therapies (McIlwraith et al., 2012); however, it is acknowledged that other clinically relevant preclinical model of OA exist, the pros and cons of which have been discussed elsewhere (McCoy, 2015). The tissue donors in this study included both male and female animals but the impact of sex on OA progression was not specifically evaluated and has not been previously investigated in the equine species as it has been reported in others such as humans as mice, to the authors’ knowledge. Further studies in large animal models are necessary to further define the optimal timing of intervention following joint injury and determine long term clinical therapeutic effect of whole cell therapy or administration of cell secreted factors (e.g., exosomes). Moreover, the studies performed here were performed using MSC conditioned media alone to primarily assess the paracrine effect induced by MSC licensing, to minimize confounding factors induced by cell-to-cell interactions, and to assess potential effect of treatment with secreted factors alone that may be purified (e.g., exosomes) for assessment in subsequent experiments. It is acknowledged that it is also possible that cell-to-cell contact between MSC and cells in the joint produces qualitatively different responses than exposure to secreted factors, though these studies were beyond the scope of the current report. These findings, interpreted in light of future application in OA, corroborate our recent findings indicating a beneficial effect of activated MSC therapy in murine OA models and supports further investigation of these therapeutic strategies in large animal models *in vivo*.

## Conclusion

These findings indicate that innate immune activated MSC can secrete factors that alter responses by chondrocytes, synoviocytes, and macrophages in often unpredictable ways. Our findings suggest that other secreted factors, including factors secreted as part of interferon pathway activation, are likely to be more important in the overall functional effects of activated MSC as intra-articular therapy for OA. MSC activation by the TLR3 and STING pathways induce few shared responses, and many unique responses, which suggests that closer examination of the shared pathways may provide new insights into common mechanisms of action for MSC activated by the two different innate immune pathways.

## Data Availability

The datasets presented in this study can be found in online repositories. Data have been deposited into the NCBI repository with accession number GSE277125.

How the deposited data were processed for this re-analysis (not part of the article)

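RNA sequencing counts of equine bone marrow MSC and of 3 kinds of joint cells were analysed. The MSC set holds 12 libraries, with 1 library for each of the donors PC, 99 and 92 in the untreated, TLR3 agonist (poly I:C) and STING agonist (2′3′-cGAMP) conditions and under a label CpG. The paper's text does not mention CpG treatment of these cells, so the CpG libraries entered no comparison at a claim. The joint cell set holds 33 libraries, 11 each of synoviocytes, chondrocytes and macrophages. In each cell type, 9 libraries come from cells given IL-1β plus TNF-α and conditioned medium (CM) of resting, TLR3-activated or STING-activated MSC of the donors PC, ORC and AG1, 1 from cells with the cytokines only and 1 from cells with no addition. The last 2 kinds have no replicates and were used for single-library values only. The methods give the agonists at 10 μg/mL and the cytokines at 20 ng/mL, while the labels give the agonists at 10 ng/mL and the cytokines on macrophages at 10 ng/mL; the conditions themselves are the same in both.

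The authors trimmed the reads with Cutadapt, aligned them to EquCab3.0 with STAR, counted them per gene with HTSeq on the Ensembl annotation and kept protein coding genes, and the deposited values are these counts, as whole numbers and without normalization. Each table lists 20881 genes, 3970 of them by Ensembl identifier. Total counts per library ran from 23525704 to 54103873 over the 45 libraries. The paper gives a median of 47709688 reads before alignment for 33 samples, which is the number of the joint cell libraries; in these libraries the counts on genes used here had a median of 29045450. The 10 most abundant genes held 7.89% to 18.8% of the counts of a library. A count of 3 was taken as the floor, which was 0.0554 to 0.128 CPM depending on the library. Floors cover counting error only, since the reads carry no molecular identifiers.

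Each cell type was fitted on its own, over the libraries of its 3 replicated conditions, with edgeR 4.0.16 (TMM normalization and the quasi-likelihood test) in R 4.3.3. The CpG comparison was fitted over all 12 MSC libraries. Genes with at least 10 counts in total over the libraries of a fit were tested, as in the paper's methods. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a comparison, with a threshold of 0.05. The paper's own thresholds, an unadjusted p-value of at most 0.05 and a log2 fold change of at least 2 in either direction, were applied as well. The comparisons were TLR3 agonist or TLR-MSC-CM against untreated or resting, STING agonist or STING-MSC-CM against untreated or resting, and STING against TLR. The genes reported by name are all genes that the paper's text names for these data and all genes in the tables of Figs. 2D, 2F, 4G to 4I, 5G to 5I and 6G to 6I and the heat map of Fig. 7C, the former individually and the latter as a group. Of the genes so named, 1 is not reported here. The rule also took up to 3 genes per direction and comparison with the smallest p among those with an adjusted p-value under 0.05 and the same direction in all 3 donors, and no gene met it.

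The gene sets that the paper used (Hallmark, Reactome, WikiPathways, KEGG and Biocarta) were not used here. In their place 4 lists were written from general knowledge of the pathways: interferon-stimulated genes (68 written, 60 in the count tables), cholesterol synthesis (25 and 24), cytosolic ribosomal proteins (80 and 68) and cell cycle and DNA replication (97 and 95). The comparisons, tests, alternatives, naming rule and these 4 lists were fixed before the data were examined. Each list was tested with limma 3.58.1's camera (inter-gene correlation 0.01), with adjustment over the 4 lists and the comparisons of a cell type, and again with fry and with camera at an estimated correlation. The mean of log2(CPM + 1) over a list was taken as its value in a library and compared by two-sided exact permutation tests, for which 0.1 is the smallest p that 3 libraries against 3 allow. Lists of macrophage markers (20 written, 18 in the tables), cytokine response genes (50 and 45) and cartilage genes (20 and 20) were written later, for the checks in the closing section. The difference between cell types in the change with a medium was tested for each gene by an interaction term and for each list by camera, fry and exact permutation tests over 24 list comparisons.

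Whether libraries of the same MSC donor pair up across conditions was checked by correlating, across genes, the deviations of the libraries from their condition means. The median correlation between libraries of the same donor was 0.836 in MSC, 0.696 in chondrocytes, 0.461 in macrophages and 0.0729 in synoviocytes, against −0.505, −0.665, −0.243 and −0.0262 between donors. The donors thus pair the libraries in MSC, chondrocytes and macrophages. In synoviocytes they do so for TLR-MSC-CM with STING-MSC-CM (0.105 in PC, 0.240 in AG1 and 0.388 in ORC). They do not for either with resting MSC-CM (−0.397 to 0.0812). The resting library labelled ORC correlated with the AG1 libraries (0.344 with TLR-MSC-CM and 0.315 with STING-MSC-CM). That labelled AG1 correlated with the ORC libraries (0.389 and 0.359). Whether the labels of these resting libraries were exchanged was not tested, and changes by donor against them rest on the labels as given. A fit with the donor as a blocking term was run as an alternative in all cell types. Within each condition, any 2 libraries differed by more than counting error (chi-squared per degree of freedom 6.36 to 512).

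The alternatives were a prior count of 2, RLE normalization, no filter on low counts, filterByExpr, the donor block, a fit of only the compared groups, DESeq2 1.42.0 (the tool named in the paper's methods), leaving out each library in turn, fry for the lists and a pseudocount of 0.1 for the list means. DESeq2 over all libraries of a cell type, with its filter on outlying counts switched off, was chosen after seeing the data. So were camera with an estimated correlation and, for the differences between cell types, a donor block within each cell type. The simulations of a shared control, the random lists and the tests of explanations were also added then. The procedure was tested on simulated data with 200 changed genes among genes with a mean of at least 50 counts and the dispersion of each cell type. The changed genes had log2 fold changes of 1 to 4 in size, so that the calls say nothing on smaller changes. Of the 200 changed genes, 111 were called at an adjusted p-value under 0.05 in the MSC design, 197 in synoviocytes, 178 in chondrocytes and 196 in macrophages, along with 4, 21, 6 and 14 unchanged genes. In simulated data of the 4 cell types with no changed genes, 0, 1, 0 and 0 genes were called, while 195, 40, 74 and 97 genes passed the paper's thresholds. These data held no differences between donors; 10 data sets of each with the donor differences kept gave 11 to 25, 18 to 42, 8 to 17 and 27 to 42 genes past the thresholds for the TLR3 agonist or TLR-MSC-CM. Figures were drawn with matplotlib 3.10.9 and tables handled with pandas 2.3.3. The cytokine, IP-10 and PGE-2 measurements of the paper were not analysed here.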

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

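The tests of explanations in this part, the random lists and the donor block within each cell type were chosen only after the results they weigh had been seen. So was the requirement that a difference between cell types pass camera and leave the values of the 3 donors in both cell types without overlap.

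The change of a list with a medium differed between cell types in 5 of 24 comparisons by that requirement, and 10% of comparisons of 3 values against 3 show no overlap by chance. With TLR-MSC-CM against resting MSC-CM, the change of the cholesterol synthesis list was higher in macrophages than in synoviocytes by 0.18 on the log2 scale (camera adjusted p = 2.07e-04), and that of the cell cycle list was higher in macrophages than in chondrocytes by 0.29 (adjusted p = 2.61e-19). With STING-MSC-CM the cholesterol synthesis list was higher in macrophages than in synoviocytes by 0.28 (adjusted p = 2.41e-08) and than in chondrocytes by 0.25 (adjusted p = 5.18e-08), and the cell cycle list was higher in macrophages than in chondrocytes by 0.12 (adjusted p = 3.12e-04). All 3 donors lay above all 3 of the other cell type in each case (exact permutation p = 0.1, the smallest p possible). Under fry the adjusted p was 0.604, 0.604, 0.326, 0.326 and 0.776, so that none of the calls held. Gene by gene, 0 of 16584 genes differed between any pair of cell types at an adjusted p-value under 0.05, and 274 to 719 did at an unadjusted p-value under 0.05. These fits have no term for the MSC donor, although donors pair the libraries in chondrocytes and macrophages. With the donor as a block within each cell type, the change with STING-MSC-CM differed at an adjusted p-value under 0.05 for 11 genes between macrophages and synoviocytes and for 12 between macrophages and chondrocytes, that with TLR-MSC-CM for 1 gene between macrophages and synoviocytes, and the other 3 comparisons gave 0. In that fit the 5 list calls held under camera and not under fry (adjusted p = 0.482, 0.350, 0.165, 0.215 and 0.651). In simulated data 1 list was raised in macrophages with 1 medium by 1 on the log2 scale, more than any difference above. Each gene was drawn independently. For that list camera gave values before adjustment of 4.65e-37 and 1.15e-36 against synoviocytes and chondrocytes. It gave 0.338 and 0.725 for the same list with the medium that did not raise it, and 0.112 or more for every other list. Such data cannot show how camera behaves where the genes of a list vary together. With the donor block on the same data, which were simulated without donor differences, at most 1 gene outside the raised list had an adjusted p-value under 0.05 in each of the 4 comparisons.

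Against a scaling or expression level of the libraries as the source of these differences, each list median stood at percentile 100 among 10000 random lists matched on mean expression, in all 5 comparisons. These comparisons had been chosen in part by camera, which also sets a list against the other genes, so the rank partly repeats that choice. With 1 donor left out of both cell types, the smallest difference was 0.17 for the cell cycle list with TLR-MSC-CM, 0.17 and 0.22 for the cholesterol synthesis list with STING-MSC-CM against synoviocytes and chondrocytes, and 0.0599 for the cell cycle list with STING-MSC-CM. For the cholesterol synthesis list with TLR-MSC-CM it was 0.0530, so that 1 donor alone may account for most of that difference. A difference between the cell types in their response to the media is the explanation the design names. It stays open and was not tested further, since each cell type came from 1 horse.

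The libraries with IL-1β and TNF-α but no MSC-CM and those with no addition, whose transcriptomes the paper does not report, differed in the cytokine response list. Its mean log2 CPM was higher with the cytokines by 1.02 in synoviocytes and by 1.73 in chondrocytes, in 1 library each without replicates. Of the 45 genes, 33 and 34 were at 10 CPM or more in synoviocytes and macrophages and 35 in chondrocytes. The lowest of the 9 libraries with cytokines and MSC-CM lay above the library with no addition by 0.661 in synoviocytes and 0.260 in chondrocytes, but a low value of the single library with no addition, unrelated to the cytokines, would give the same and stays open. A scaling of the libraries is argued against by percentile 100 among the matched random lists in both cell types. A response to the cytokines, which the design names, stays open as well. In macrophages the difference was −0.09, at percentile 15.7.

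The MSC libraries labelled CpG, which the paper does not report, were set against the untreated libraries. The mean of the interferon list was higher by 0.0706 (exact permutation p = 0.5) and that of the cholesterol synthesis list by 0.35 (exact permutation p = 0.6), each higher in 3 of 3 donors. For the cholesterol synthesis list the donor differences were 0.04 in 92, 0.36 in 99 and 0.66 in PC. Both list medians stood at percentile 100 among the random lists, which argues against a scaling of the libraries. Low values in the untreated libraries, which all MSC comparisons share, remain possible for the cholesterol synthesis list, since the CpG library exceeded the higher of the TLR3 and STING agonist libraries of its donor by as little as 0.0617. This explanation and an effect of the treatment cannot be told apart with 3 donors. The dose and duration of the CpG treatment are not stated in the paper's text.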

How the results depend on the processing

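DESeq2 over all libraries, camera with an estimated correlation and the donor block within each cell type in the comparisons between cell types were chosen after seeing the data. The other settings in this part were set before, but fry together with the donor block was not among them as a pair. Of 57 genes named from the paper's text, filterByExpr kept 41, so that the other genes have no value under it, and the fits of the compared groups only gave values for 56. For the CpG comparison DESeq2 over all libraries was not run as a separate setting, since its DESeq2 fit already holds all MSC libraries. The prior count does not enter the p-values.

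RLE normalization and the absence of a filter kept all 13 counts of genes past the paper's thresholds within 1.5 times. The prior count of 2 and filterByExpr lowered 11 of them each, the latter by construction as it removes genes with few counts. With a prior count of 2 the count was 6 for STING-activated against TLR3-activated MSC, 1 for CpG against untreated MSC, 4, 1 and 0 in synoviocytes (TLR-MSC-CM and STING-MSC-CM against resting MSC-CM, and STING-MSC-CM against TLR-MSC-CM, an order kept from here on), 0, 18 and 16 in chondrocytes and 6, 9 and 3 in macrophages. With filterByExpr it was 3 for STING against TLR3 activation, 1 for CpG, 3, 1 and 2 in synoviocytes, 2, 13 and 10 in chondrocytes and 4, 14 and 4 in macrophages. A shrunken fold change for genes at few counts is what a larger prior count gives by construction.

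With the donor as a blocking term, the count past the paper's thresholds was 38 for STING against TLR3 activation of MSC and 46 in synoviocytes with STING-MSC-CM against TLR-MSC-CM, and the count with an adjusted p-value under 0.05 rose from 0 to 2 in STING-activated MSC, to 1 and 2 in chondrocytes (STING-MSC-CM against resting and against TLR-MSC-CM) and to 99 and 412 in macrophages. The block made the cell cycle list pass in TLR3-activated MSC (median 0.14, camera adjusted p = 1.35e-05) and reversed CXCL8 in chondrocytes with STING-MSC-CM (log2 fold change 0.42) and IL4 in macrophages with STING-MSC-CM (0.0077). By camera it changed no other call. Under fry, the cholesterol synthesis list in macrophages passed with the block and not without it, for STING-MSC-CM against resting (adjusted p = 0.00562 and 0.0744) and against TLR-MSC-CM (0.0154 and 0.370). With the estimated correlation it passed in neither of these with the block (0.0564 and 0.109). In the comparisons between cell types, a donor block within each cell type, chosen after seeing the data, raised the number of genes with an adjusted p-value under 0.05 from 0 to 1, 11 and 12 in 3 of 6 comparisons. Fitting only the compared groups gave 16 genes for CpG, 26 in chondrocytes with TLR-MSC-CM and 26 with STING-MSC-CM, and 53 genes with an adjusted p-value under 0.05 in STING-activated MSC. For STING-activated MSC that fit leaves out the TLR3 agonist libraries, whose spread enters the dispersions of the main fit.

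DESeq2 gave counts past the paper's thresholds of 15 for STING against TLR3 activation, 8 for CpG, 38 and 45 in synoviocytes (STING-MSC-CM against resting and against TLR-MSC-CM) and 23, 29 and 18 in chondrocytes. Under DESeq2 an adjusted p-value under 0.05 was reached by 48 genes in TLR3-activated MSC, 93 in STING-activated MSC, 1 between them, 2 in synoviocytes with TLR-MSC-CM and 9 and 31 in macrophages (STING-MSC-CM against resting and against TLR-MSC-CM). With DESeq2 over all libraries the counts past the thresholds were 40, 28 and 28 in synoviocytes, 18, 31 and 20 in chondrocytes, 54 in macrophages with TLR-MSC-CM and 47 with STING-MSC-CM against TLR-MSC-CM, and the adjusted counts were 54, 106 and 1 in MSC, 2 in synoviocytes with TLR-MSC-CM, 1 in chondrocytes with STING-MSC-CM and 6 and 30 in macrophages. Of the 57 named genes, 11 passed an adjusted p-value of 0.05 under DESeq2, 14 under DESeq2 over all libraries and 5 in fits of the compared groups only, and none did before. The causes of these changes were not tested.

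For the lists without the donor block, fry and the estimated correlation leave the medians unchanged by construction, and 38 of 52 list results lost their call under each; the other 14 had none. The adjusted p under fry and under the estimated correlation was 0.567 and 0.102 for the interferon list in TLR3-activated MSC (median 3.23), 0.238 and 0.102 in STING-activated MSC (3.5), 0.451 and 0.614 in synoviocytes with TLR-MSC-CM (0.31), 0.680 and 0.635 with STING-MSC-CM (0.11) and the same between both media (−0.23), and 0.994 and 0.542 in chondrocytes with STING-MSC-CM against resting (0.70) and TLR-MSC-CM (0.63). For the ribosomal protein list it was 0.948 and 0.713 in STING-activated MSC (median −0.34), 0.680 and 0.635 in synoviocytes between both media (0.038), 0.994 and 0.658 in chondrocytes with STING-MSC-CM (−0.10), and 0.555 and 0.700 in macrophages with STING-MSC-CM against resting (−0.15) and TLR-MSC-CM (−0.15). The cell cycle list had 0.948 and 0.904 in STING-activated MSC (median 0.15), 0.994 and 0.658 in chondrocytes with STING-MSC-CM (−0.12) and 0.390 and 0.402 in macrophages with TLR-MSC-CM (0.21), and the cholesterol synthesis list 0.0744 and 0.245 in macrophages with STING-MSC-CM (0.22). In TLR3-activated MSC the cell cycle list passed with RLE normalization (median 0.027, adjusted p = 0.0246) and with filterByExpr (0.057, adjusted p = 0.0471); over the alternatives its adjusted p ran from 1.35e-05 to 0.948. In chondrocytes with STING-MSC-CM against TLR-MSC-CM its median turned to −0.0017 with RLE normalization. A pseudocount of 0.1 moved 1 of 52 list means by more than the spread between donors, that of the interferon list in STING-activated MSC. The cause was not tested for these changes.

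Leaving out each library in turn changed the call or direction of 38 of 52 list results in at least 1 fit, and 28 reversed; 7 of 57 named genes changed and 4 of them reversed. The ranges of the medians follow, with the library whose removal gave each end, by condition and donor. TLR3-activated MSC gave 1.94 (TLR3 PC) to 3.74 (TLR3 92) for the interferon list, −0.12 (untreated PC) to 0.60 (untreated 92) for the cholesterol synthesis list, −0.40 (TLR3 99) to 0.23 (TLR3 PC) for the ribosomal protein list and −0.57 (TLR3 92) to 1.10 (untreated 92) for the cell cycle list. STING-activated MSC gave 3.28 (STING PC) to 3.72 (untreated PC) for the interferon list, −0.19 (untreated PC) to 0.60 (untreated 92) for the cholesterol synthesis list, −0.51 (untreated PC) to −0.25 (untreated 92) for the ribosomal protein list and −0.36 (STING 92) to 1.18 (untreated 92) for the cell cycle list. STING against TLR3 activation of MSC gave −0.087 (TLR3 92) to 1.29 (TLR3 PC) for the interferon list, −0.32 (STING 92) to 0.23 (STING PC) for the cholesterol synthesis list, −0.55 (TLR3 PC) to 0.047 (TLR3 99) for the ribosomal protein list and −0.38 (STING 92) to 0.74 (TLR3 92) for the cell cycle list. CpG against untreated MSC gave −0.016 (untreated 92) to 0.15 (untreated 99) for the interferon list, −0.070 (untreated PC) to 0.61 (untreated 92) for the cholesterol synthesis list, −0.26 (untreated PC) to −0.014 (untreated 92) for the ribosomal protein list and −0.91 (untreated PC) to 0.50 (untreated 92) for the cell cycle list.

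Synoviocytes with TLR-MSC-CM gave −0.0054 (TLR ORC) to 0.46 (TLR AG1) for the interferon list, −0.18 (resting AG1) to −0.040 (resting ORC) for the cholesterol synthesis list, −0.18 (TLR AG1) to −0.075 (TLR ORC) for the ribosomal protein list and −0.34 (TLR AG1) to −0.16 (TLR ORC) for the cell cycle list. Synoviocytes with STING-MSC-CM gave 0.081 (STING ORC) to 0.14 (resting AG1) for the interferon list, −0.17 (resting AG1) to −0.019 (resting ORC) for the cholesterol synthesis list, −0.12 (resting AG1) to −0.064 (resting ORC) for the ribosomal protein list and −0.29 (resting AG1) to −0.16 (resting ORC) for the cell cycle list. Synoviocytes with STING-MSC-CM against TLR-MSC-CM gave −0.33 (TLR PC) to 0.10 (TLR ORC) for the interferon list, −0.0061 (TLR ORC) to 0.056 (TLR PC) for the cholesterol synthesis list, −0.021 (TLR ORC) to 0.077 (TLR AG1) for the ribosomal protein list and −0.060 (TLR ORC) to 0.11 (TLR AG1) for the cell cycle list. Chondrocytes with TLR-MSC-CM gave −0.0012 (TLR PC) to 0.063 (TLR ORC) for the interferon list, −0.10 (TLR AG1) to 0.094 (TLR ORC) for the cholesterol synthesis list, −0.090 (TLR ORC) to 0.10 (resting ORC) for the ribosomal protein list and −0.26 (TLR ORC) to 0.012 (resting ORC) for the cell cycle list. Chondrocytes with STING-MSC-CM gave 0.070 (STING AG1) to 0.83 (STING ORC) for the interferon list, −0.13 (STING PC) to 0.0036 (resting PC) for the cholesterol synthesis list, −0.16 (STING ORC) to −0.029 (resting ORC) for the ribosomal protein list and −0.26 (STING ORC) to −0.0068 (resting ORC) for the cell cycle list. Chondrocytes with STING-MSC-CM against TLR-MSC-CM gave 0.060 (STING AG1) to 0.82 (STING ORC) for the interferon list, −0.14 (TLR ORC) to 0.044 (TLR AG1) for the cholesterol synthesis list, −0.20 (TLR PC) to −0.026 (TLR ORC) for the ribosomal protein list and −0.13 (STING ORC) to 0.14 (TLR ORC) for the cell cycle list.

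Macrophages with TLR-MSC-CM gave −0.29 (resting AG1) to 0.15 (resting ORC) for the interferon list, 0.028 (resting ORC) to 0.12 (TLR ORC) for the cholesterol synthesis list, −0.13 (TLR AG1) to 0.098 (resting AG1) for the ribosomal protein list and 0.11 (TLR AG1) to 0.32 (TLR ORC) for the cell cycle list. Macrophages with STING-MSC-CM gave −0.13 (resting AG1) to 0.34 (resting ORC) for the interferon list, 0.19 (STING PC) to 0.25 (resting PC) for the cholesterol synthesis list, −0.21 (resting PC) to −0.053 (resting AG1) for the ribosomal protein list and −0.031 (STING PC) to 0.040 (resting PC) for the cell cycle list. Macrophages with STING-MSC-CM against TLR-MSC-CM gave 0.072 (TLR AG1) to 0.30 (STING AG1) for the interferon list, 0.078 (TLR ORC) to 0.20 (TLR AG1) for the cholesterol synthesis list, −0.21 (TLR PC) to −0.0036 (TLR AG1) for the ribosomal protein list and −0.30 (TLR ORC) to −0.11 (TLR AG1) for the cell cycle list. The cause was not tested for any of these changes, beyond the fewer libraries in each fit.

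The counts past the paper's thresholds that moved by more than 1.5 times in at least 1 of these fits ran from 20 (without STING agonist library 99) to 47 (without TLR3 agonist library PC) for STING against TLR3 activation of MSC, from 33 (without resting AG1) to 65 in synoviocytes with STING-MSC-CM, from 44 (without STING-MSC-CM of AG1) to 96 with STING-MSC-CM against TLR-MSC-CM, from 17 (without STING-MSC-CM of AG1) to 57 in chondrocytes with STING-MSC-CM and from 22 (without STING-MSC-CM of AG1) to 49 with STING-MSC-CM against TLR-MSC-CM. In TLR3-activated MSC the adjusted count ran from 0 to 48, the latter without the TLR3 agonist library of donor 92. The log2 fold changes that changed sign ran from −0.068 (without the TLR3 agonist library of donor PC) to 0.86 for NOTUM in TLR3-activated MSC, from −0.11 (without STING-MSC-CM of AG1) to 0.40 for LGALS3 and from −1.03 to 0.093 (without resting MSC-CM of PC) for CXCL8 in chondrocytes with STING-MSC-CM, and from −0.24 to 0.15 for IL4 in macrophages with STING-MSC-CM. Depth limits the joint cell results as well, since 63 of the 69 genes past the thresholds in synoviocytes with TLR-MSC-CM and 82 of the 91 in macrophages with TLR-MSC-CM had a group at the floor, where only a lower bound of the fold can be given.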

Differences from the paper's values

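Counts were set as different where one exceeded the other by more than 1.5 times. DESeq2 over all libraries of a cell type is the one setting below that was chosen after seeing the values. It also left out DESeq2's filter on outlying counts, so that it differs from the DESeq2 setting in both respects. The alternatives set before the data were examined are a prior count of 2, RLE normalization, no filter, filterByExpr and the donor block. A fit of the compared groups only and DESeq2, the tool that the paper's methods name, were also set before. No further tests were chosen for this part.

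The paper gives a median of 47709688 reads before alignment for 33 samples, which is the number of the joint cell libraries, and the median of the counts on protein coding genes in these libraries was 29045450; the alternatives do not bear on this measure. For STING-activated MSC, the paper reports 3 genes lower past its thresholds, and 14 were found here. The gap closed with a prior count of 2 (4) and filterByExpr (2), but not RLE normalization, no filter, the donor block, the compared groups only and DESeq2 (11 to 35), while DESeq2 over all libraries, chosen after seeing the values, gave 16. For synoviocytes with STING-MSC-CM against TLR-MSC-CM, the Results of the paper report 28 genes past its thresholds, a count that its Abstract gives differently, and 70 were found here. None of the alternatives set before the data were examined closed it (0 to 88), while DESeq2 over all libraries, chosen after seeing the values, gave 28 and closed it. For chondrocytes with TLR-MSC-CM, the paper reports 18 genes past its thresholds, and 41 were found here. Within 1.5 times of the paper's count lay the compared groups only (26) and DESeq2 (23), but not a prior count of 2, RLE normalization, no filter, filterByExpr and the donor block (0 to 53), while DESeq2 over all libraries, chosen after seeing the values, gave 18 and closed it. For chondrocytes with STING-MSC-CM, the paper reports 6 genes lower past its thresholds, and 13 were found here. Alternatives that closed it were the compared groups only (6) and DESeq2 (7), but not a prior count of 2, RLE normalization, no filter, filterByExpr and the donor block (0 to 17), while DESeq2 over all libraries, chosen after seeing the values, gave 6 and closed it. For chondrocytes with STING-MSC-CM against TLR-MSC-CM, the Results of the paper report 47 genes, and 38 were found here, within 1.5 times. The paper's Abstract and Fig. 5C give a smaller count for chondrocytes, and 47 is also its count for macrophages. For macrophages with STING-MSC-CM against TLR-MSC-CM, the paper reports 47 genes past its thresholds, and 87 were found here. Close to the paper's count came the donor block (68), the compared groups only (62) and DESeq2 (65), but not a prior count of 2, RLE normalization, no filter and filterByExpr (3 to 100), while DESeq2 over all libraries, chosen after seeing the values, gave 47 and closed it.

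For synoviocytes with TLR-MSC-CM, the paper shows about 22 genes higher in Fig. 4A, read by eye, and 38 were found here. The gap closed with the donor block (23), the compared groups only (30) and DESeq2 (27), but not a prior count of 2, RLE normalization, no filter and filterByExpr (2 to 47), while DESeq2 over all libraries, chosen after seeing the values, gave 22 and closed it. For synoviocytes with TLR-MSC-CM, the paper shows about 18 genes lower in Fig. 4A, read by eye, and 31 were found here. It closed with the donor block (23) and DESeq2 (23), but not a prior count of 2, RLE normalization, no filter, filterByExpr and the compared groups only (0 to 38), while DESeq2 over all libraries, chosen after seeing the values, gave 18 and closed it. For synoviocytes with STING-MSC-CM, the paper shows about 14 genes higher in Fig. 4B, read by eye, and 26 were found here. None of the alternatives set before the data were examined closed it (0 to 32), while DESeq2 over all libraries, chosen after seeing the values, gave 16 and closed it. For synoviocytes with STING-MSC-CM, the paper shows about 14 genes lower in Fig. 4B, read by eye, and 33 were found here. Alternatives that closed it were the donor block (20) and DESeq2 (16), but not a prior count of 2, RLE normalization, no filter, filterByExpr and the compared groups only (1 to 42), while DESeq2 over all libraries, chosen after seeing the values, gave 12 and closed it. For synoviocytes with STING-MSC-CM against TLR-MSC-CM, the paper shows about 16 genes higher in Fig. 4C, read by eye, and 36 were found here. Close to the paper's count came the donor block (22), the compared groups only (24) and DESeq2 (21), but not a prior count of 2, RLE normalization, no filter and filterByExpr (0 to 40), while DESeq2 over all libraries, chosen after seeing the values, gave 14 and closed it. For synoviocytes with STING-MSC-CM against TLR-MSC-CM, the paper shows about 12 genes lower in Fig. 4C, read by eye, and 34 were found here. None of the alternatives set before the data were examined closed it (0 to 48), while DESeq2 over all libraries, chosen after seeing the values, gave 14 and closed it. For chondrocytes with TLR-MSC-CM, the paper shows about 6 genes higher in Fig. 5A, read by eye, and 20 were found here. It closed with DESeq2 (8), but not a prior count of 2, RLE normalization, no filter, filterByExpr, the donor block and the compared groups only (0 to 23), while DESeq2 over all libraries, chosen after seeing the values, gave 6 and closed it. For chondrocytes with TLR-MSC-CM, the paper shows about 12 genes lower in Fig. 5A, read by eye, and 21 were found here. Within 1.5 times of the paper's count lay the compared groups only (13) and DESeq2 (15), but not a prior count of 2, RLE normalization, no filter, filterByExpr and the donor block (0 to 30), while DESeq2 over all libraries, chosen after seeing the values, gave 12 and closed it. For chondrocytes with STING-MSC-CM, the paper shows about 25 genes higher in Fig. 5B, read by eye, and 38 were found here. Alternatives that closed it were a prior count of 2 (17), the compared groups only (20) and DESeq2 (22), but not RLE normalization, no filter, filterByExpr and the donor block (13 to 42), while DESeq2 over all libraries, chosen after seeing the values, gave 25 and closed it. For chondrocytes with STING-MSC-CM against TLR-MSC-CM, the paper shows about 18 genes higher in Fig. 5C, read by eye, and 29 were found here. Close to the paper's count came a prior count of 2 (16), the compared groups only (19) and DESeq2 (16), but not RLE normalization, no filter, filterByExpr and the donor block (10 to 35), while DESeq2 over all libraries, chosen after seeing the values, gave 18 and closed it. For chondrocytes with STING-MSC-CM against TLR-MSC-CM, the paper shows about 2 genes lower in Fig. 5C, read by eye, and 9 were found here. The gap closed with DESeq2 (2), but not a prior count of 2, RLE normalization, no filter, filterByExpr, the donor block and the compared groups only (0 to 11), while DESeq2 over all libraries, chosen after seeing the values, gave 2 and closed it. For macrophages with TLR-MSC-CM, the paper shows about 25 genes higher in Fig. 6A, read by eye, and 43 were found here. It closed with the compared groups only (34) and DESeq2 (32), but not a prior count of 2, RLE normalization, no filter, filterByExpr and the donor block (3 to 47), while DESeq2 over all libraries, chosen after seeing the values, gave 25 and closed it. For macrophages with TLR-MSC-CM, the paper shows about 29 genes lower in Fig. 6A, read by eye, and 48 were found here. Within 1.5 times of the paper's count lay the compared groups only (37) and DESeq2 (39), but not a prior count of 2, RLE normalization, no filter, filterByExpr and the donor block (0 to 58), while DESeq2 over all libraries, chosen after seeing the values, gave 29 and closed it. For macrophages with STING-MSC-CM, the paper shows about 21 genes higher in Fig. 6B, read by eye, and 35 were found here. Alternatives that closed it were the donor block (24), the compared groups only (28) and DESeq2 (27), but not a prior count of 2, RLE normalization, no filter and filterByExpr (4 to 37), while DESeq2 over all libraries, chosen after seeing the values, gave 21 and closed it. For macrophages with STING-MSC-CM against TLR-MSC-CM, the paper shows about 20 genes higher in Fig. 6C, read by eye, and 34 were found here. Close to the paper's count came the donor block (30), the compared groups only (20) and DESeq2 (29), but not a prior count of 2, RLE normalization, no filter and filterByExpr (0 to 43), while DESeq2 over all libraries, chosen after seeing the values, gave 20 and closed it. For macrophages with STING-MSC-CM against TLR-MSC-CM, the paper shows about 27 genes lower in Fig. 6C, read by eye, and 53 were found here. The gap closed with the donor block (38) and DESeq2 (36), but not a prior count of 2, RLE normalization, no filter, filterByExpr and the compared groups only (2 to 57), while DESeq2 over all libraries, chosen after seeing the values, gave 27 and closed it.

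With DESeq2 over all libraries, chosen after seeing the values, the counts for synoviocytes were 16 higher and 12 lower with STING-MSC-CM against resting MSC-CM and 14 and 14 with STING-MSC-CM against TLR-MSC-CM, which are the counts shown in Figs. 4C and 4B, in the order opposite to their labels. All log2 fold changes shown in the tables of the figures had the same direction here, and 123 of these genes had a group at the floor.

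In gene and direction, the following disagreed. The paper states that translation and ribosome pathways were upregulated in macrophages with STING-MSC-CM against TLR-MSC-CM, whereas the ribosomal protein list had a median log2 fold change of −0.15. Its Results state that translation and cell cycle pathways were upregulated in chondrocytes with STING-MSC-CM, whereas the medians of the ribosomal protein and cell cycle lists were −0.10 and −0.12. Its Discussion states that translation pathways were reduced there, which is the direction of the ribosomal protein list. The macrophage median rested mostly on the TLR-MSC-CM library of donor AG1, and the chondrocyte medians shrank without the resting MSC-CM library of donor ORC. The lists used here are not the paper's gene sets, so the directions may differ for that reason. The paper names galectin 3 among the genes raised in chondrocytes with STING-MSC-CM, whereas LGALS3 had a log2 fold change of 0.13 and LGALS3BP of 6.96. IFIT3, which the paper names for synoviocytes with TLR-MSC-CM, had a log2 fold change of 2.55 and did not pass the thresholds. It passed without the TLR-MSC-CM library of donor AG1 or PC (up to 3.08) and with DESeq2 over all libraries, a setting chosen after seeing the values (2.59). The paper names ITGBL1, NOTUM, IL4I1 (as IL4L1) and SERPING1 as raised after the STING agonist, and their log2 fold changes of 0.50, 1.45, 1.67 and 1.24 did not reach its threshold of 2. Of these only IL4I1 did in any fit, at 2.13 without the STING agonist library of donor 92. The text and legend of Fig. 7C give 12 and a further 23 secreted proteins, whereas the heat map names 23 genes.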

Other observations

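The tests of the explanations in this part were chosen only after the results they weigh had been seen, apart from the test of a weaker cytokine stimulation in chondrocytes with CM of donor ORC, whose prediction was written first.

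Between STING-activated and TLR3-activated MSC, 23 genes passed the paper's thresholds (13 higher and 10 lower after the STING agonist), 17 of them with 1 group at the floor. There were 0 genes with an adjusted p-value under 0.05 and 31 with an unadjusted p-value under 0.05. The interferon list had a median log2 fold change of 0.40 (58 of 60 genes higher, camera adjusted p = 2.35e-28; fry 0.948, estimated correlation 0.426), which was −0.09 without the TLR3 agonist library of donor 92; the difference of its means was 1.2 (exact permutation p = 0.7). The medians of the other lists were −0.05 for cholesterol synthesis (adjusted p = 0.619), −0.31 for ribosomal proteins (0 of 68 higher, adjusted p = 7.42e-13) and 0.09 for cell cycle (adjusted p = 0.365). Against untreated MSC the cholesterol synthesis list had medians of 0.20 after the TLR3 agonist (23 of 24 higher, adjusted p = 0.00251) and 0.17 after the STING agonist (20 of 24 higher, adjusted p = 0.0406), which were −0.12 and −0.19 without the untreated library of donor PC. The CpG libraries, with 33610226 to 40589944 counts (median 36554424), gave 31 genes past the thresholds against untreated MSC (17 higher and 14 lower), 24 of them with 1 group and 7 with both groups at the floor, 0 genes with an adjusted p-value under 0.05 and 42 with an unadjusted p-value under 0.05. Their list medians were 0.07 for interferon (adjusted p = 0.317), 0.28 for cholesterol synthesis (22 of 24 higher, adjusted p = 7.93e-08), −0.11 for ribosomal proteins (4 of 68 higher, adjusted p = 0.0111) and −0.48 for cell cycle (1 of 94 higher, adjusted p = 5.23e-04); the cell cycle median was 0.50 and the interferon median −0.02 without the untreated library of donor 92, and the cholesterol synthesis median −0.07 without that of donor PC. Adjusted over the list alone, 0 genes of these lists passed in either comparison, and 0 had an unadjusted p-value under 0.05.

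Each comparison of 3 libraries against 3 allows 10 splits of the 6 libraries, so that a real result is matched by at least 1 of them. The number of the 10 splits, the real one included, that gave as many genes past the paper's thresholds was 8, 5, 10 and 10 in MSC (TLR3 and STING agonist against untreated, STING against TLR3 agonist, and CpG against untreated), and 3, 2 and 6 in synoviocytes, 7, 6 and 10 in chondrocytes and 4, 4 and 4 in macrophages (TLR-MSC-CM and STING-MSC-CM against resting MSC-CM, and STING-MSC-CM against TLR-MSC-CM). The number of genes with an adjusted p-value under 0.05 was 0 in each real split, which all 10 splits match by construction, so that this count says nothing. A median of the interferon list as large in size came from 3, 1, 6 and 7 of 10 splits in MSC, and 2, 1 and 9 in synoviocytes, 9, 2 and 3 in chondrocytes and 10, 9 and 4 in macrophages. For the cholesterol synthesis list the numbers were 7, 7, 8 and 7 in MSC, and 4, 3 and 6 in synoviocytes, 10, 7 and 7 in chondrocytes and 4, 1 and 2 in macrophages. Ribosomal proteins gave 10, 2, 7 and 5 in MSC, and 1, 1 and 7 in synoviocytes, 9, 4 and 5 in chondrocytes and 9, 3 and 4 in macrophages. Cell cycle genes gave 9, 9, 10 and 9 in MSC, and 2, 1 and 8 in synoviocytes, 5, 5 and 10 in chondrocytes and 3, 8 and 2 in macrophages.

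Since donors pair the libraries in MSC, chondrocytes and macrophages, and in synoviocytes with STING-MSC-CM against TLR-MSC-CM, the real split was also set against the 3 other splits that part every donor pair. These gave 23, 127 and 29 genes past the paper's thresholds against 123 in the real split for TLR3-activated MSC, 16, 29 and 21 against 149 for STING-activated MSC, 39, 39 and 42 against 41 and 41, 54 and 45 against 51 for chondrocytes with TLR-MSC-CM and STING-MSC-CM, 76, 81 and 79 against 91 and 52, 48 and 64 against 77 for macrophages with TLR-MSC-CM and STING-MSC-CM, and 52, 40 and 42 against 38, 60, 91 and 69 against 87 and 57, 80 and 56 against 70 for STING-MSC-CM against TLR-MSC-CM in chondrocytes, macrophages and synoviocytes. In 10 simulated data sets with the donor differences kept and no changed genes, the counts were 11 to 25, 12 to 21 and 9 to 24 in MSC (TLR3 and STING agonist against untreated, and STING against TLR3 agonist, with 123, 149 and 23 observed), 18 to 42, 20 to 36 and 26 to 44 in synoviocytes (TLR-MSC-CM and STING-MSC-CM against resting MSC-CM, and STING-MSC-CM against TLR-MSC-CM, with 69, 59 and 70 observed), 8 to 17, 7 to 19 and 4 to 16 in chondrocytes (41, 51 and 38) and 27 to 42, 27 to 46 and 24 to 43 in macrophages (91, 77 and 87). The observed counts thus lay above every simulation that kept the donor differences, except for STING against TLR3 agonist. Other splits of the real libraries gave as many genes in several of these comparisons. Against 10 simulations without donor differences, the observed counts lay below every run in MSC and chondrocytes. They lay within the runs in macrophages and above every run in synoviocytes. For the TLR3 agonist or TLR-MSC-CM these runs gave 189 to 219 genes in MSC, 66 to 90 in chondrocytes, 69 to 93 in macrophages and 35 to 58 in synoviocytes. With the donor as a blocking term, 1 of the 4 splits, the real one, gave as many genes with an adjusted p-value under 0.05 in STING-activated MSC, in chondrocytes with STING-MSC-CM against resting and against TLR-MSC-CM, and in macrophages with STING-MSC-CM against resting (99 genes) and against TLR-MSC-CM (412 genes). The other 3 splits gave 0 such genes each in these macrophage and chondrocyte comparisons, and 0, 1 and 0 against 2 in STING-activated MSC. Where the real split gave 0 such genes, another split gave 3 in macrophages with TLR-MSC-CM, and 2 other splits gave 1 each in synoviocytes with STING-MSC-CM against TLR-MSC-CM.

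The interferon list did not rise in the TLR3 agonist library of MSC donor 92, where it changed by −0.09. An exchange with the untreated or the CpG library of that donor is argued against, since neither of these exceeded the mean of the other donors (the larger of the 2 differences was −0.14). A library of another donor is argued against by a mean correlation over 11760 genes of 0.861 with the other libraries of donor 92, against −0.627 and −0.571 with those of donors 99 and PC. Low depth is argued against by its 35184930 counts, more than the 28570632 of a library with the response. A donor that does not respond to the agonist, or an agonist that did not reach the cells, was not tested; the STING agonist raised the list by 3.08 in the same donor.

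The rise of the interferon list in synoviocytes with TLR-MSC-CM lay mainly in the library of donor ORC, and that in chondrocytes with STING-MSC-CM mainly in the library of donor AG1. RNA of macrophages would need a share of 3.94% and 8.52% in these libraries, and the 18 macrophage markers gave −0.00152% and 0.00106%. The abundant markers PTPRC and MRC1 were at 0.189 and 0 CPM in the library of donor ORC, against 1325 and 3256 CPM in macrophages. RNA of activated MSC would need 4.62% and 8.96%, and genes that MSC express with and without the agonist (11 and 16 genes) gave −0.0716% and −0.0945%. Depth is argued against as well, as the library of donor ORC held 26415910 counts where the other synoviocyte libraries ran from 24650628 to 45928986, and that of donor AG1 held 41942290 within 25193501 to 54103873. Interferon carried by the medium of that donor may be the source, but could not be decided, since cell types can differ in their response. The same medium of donor ORC changed the list by −0.0101 in chondrocytes and by −0.345 in macrophages, the lowest of the 3 donors there, and that of donor AG1 by 0.128 in synoviocytes and by 0.458 in macrophages, the highest of the 3 donors there.

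In the 3 chondrocyte libraries with CM of donor ORC, whatever the activation of the MSC, the cytokine response list had a mean log2 CPM of 5.28 ± 0.179 (SD, n = 3) against 6.43 ± 0.154 (n = 6) in the other libraries with CM, a difference of −1.16. The library with cytokines only stood at 6.62 and that with no addition at 4.89. If these cells had been stimulated less, the genes that the cytokines raise would be lower in them, and over 11531 genes the difference of donor ORC had a correlation of −0.508 with the difference between the library with cytokines only and the one with no addition, as that explanation predicts (genes are not independent replicates). A medium of donor ORC that lowers the response of every cell type is argued against by a difference of −0.0353 in synoviocytes, and depth by the 32591608 counts of the deepest of the 3 libraries. A weaker stimulation of these cells may thus account for the pattern. An effect of this donor's medium on chondrocytes alone stays open and was not tested. Either would add to the differences between donors, and so to the donor pairing, in the chondrocyte libraries.

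COL2A1 was at most at 0.383 CPM in the chondrocyte libraries, ACAN at 6.07 to 97.2 CPM and COL1A1 at a mean of 16966 CPM. Whether reads of COL2A1 were not counted, in cells that express other cartilage genes, cannot be decided from the 18 genes of the list besides COL2A1 and ACAN. Of the 18, only 4 had a mean of at least 10 CPM (SOX9 26.5, SOX5 16.9, COL11A1 266 and COMP 37.9). Yet 14 of the 18 were higher in chondrocytes than in synoviocytes. No biological explanation was tested.

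In the single libraries with cytokines only against no addition, the cholesterol synthesis list differed by 0.50 in synoviocytes, 1.02 in chondrocytes and 0.08 in macrophages, the ribosomal protein list by −0.50, −0.47 and −0.12, the interferon list by −0.04, −0.20 and 0.10 and the cell cycle list by 0.12, −0.37 and 0.03; there are no replicates of these libraries.

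For the proteins that the paper measured in the supernatants, the transcripts changed as follows against resting MSC-CM. In synoviocytes IL6 had a log2 fold change of 0.31 with TLR-MSC-CM and 0.28 with STING-MSC-CM (higher in 2 of 3 donors in both), IL1B of 0.84 with TLR-MSC-CM and CXCL8 of −0.23 with STING-MSC-CM. In chondrocytes IL18 had 0.68 with TLR-MSC-CM and CXCL8 −0.47 with STING-MSC-CM, the latter 0.09 without the resting MSC-CM library of donor PC. In macrophages with STING-MSC-CM CSF3 had −1.42 (lower in 3 of 3 donors), IL4 −0.0103 and IL5 −0.28. The smallest adjusted p of these genes was 0.571, for IL6 with TLR-MSC-CM.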
